# Transcriptional rewiring of the GcrA/CcrM bacterial epigenetic regulatory system in closely related bacteria

**DOI:** 10.1371/journal.pgen.1009433

**Published:** 2021-03-11

**Authors:** Satish Adhikari, Ivan Erill, Patrick D. Curtis

## Abstract

Transcriptional rewiring is the regulation of different target genes by orthologous regulators in different organisms. While this phenomenon has been observed, it has not been extensively studied, particularly in core regulatory systems. Several global cell cycle regulators are conserved in the Alphaproteobacteria, providing an excellent model to study this phenomenon. First characterized in *Caulobacter crescentus*, GcrA and CcrM compose a DNA methylation-based regulatory system that helps coordinate the complex life cycle of this organism. These regulators are well-conserved across Alphaproteobacteria, but the extent to which their regulatory targets are conserved is not known. In this study, the regulatory targets of GcrA and CcrM were analyzed by SMRT-seq, RNA-seq, and ChIP-seq technologies in the Alphaproteobacterium *Brevundimonas subvibrioides*, and then compared to those of its close relative *C*. *crescentus* that inhabits the same environment. Although the regulators themselves are highly conserved, the genes they regulate are vastly different. GcrA directly regulates 204 genes in *C*. *crescentus*, and though *B*. *subvibrioides* has orthologs to 147 of those genes, only 48 genes retained GcrA binding in their promoter regions. Additionally, only 12 of those 48 genes demonstrated significant transcriptional change in a *gcrA* mutant, suggesting extensive transcriptional rewiring between these organisms. Similarly, out of hundreds of genes CcrM regulates in each of these organisms, only 2 genes were found in common. When multiple Alphaproteobacterial genomes were analyzed bioinformatically for potential GcrA regulatory targets, the regulation of genes involved in DNA replication and cell division was well conserved across the Caulobacterales but not outside this order. This work suggests that significant transcriptional rewiring can occur in cell cycle regulatory systems even over short evolutionary distances.

## Author summary

The degree to which genetic or physiological systems evolve over evolutionary distance is often untested. One can assume that the same system in different organisms will change very little if 1) the evolutionary distance between the organisms is small, 2) the systems perform critical functions, and 3) the organisms have been under similar selective pressures (i.e. the organisms inhabited the same ecological niche). The Alphaproteobacteria offer an excellent opportunity to test this assertion as several critical global transcriptional regulators are conserved throughout this clade. In this study, the regulons of two such global regulators, GcrA and CcrM, in two closely related Alphaproteobacteria that inhabit the same ecological niche were compared and it was found that they regulate vastly different genes. In many cases, genes were present in both organisms, but targeted by a regulator in one organism and not in the other. These results suggest that significant transcriptional rewiring can occur even in a core regulatory system over small evolutionary distances and indicate that conservation of genes and genetic regulators may not be a complete indicator of their physiological function in an organism.

## Introduction

Bacterial global regulators can regulate the activity of dozens, if not hundreds, of genes. It is generally assumed that orthologous global regulators in closely related bacteria regulate similar sets of genes even when the organisms occupy different niches [1]. While this assumption is supported by a few cross organismal studies [2,3], regulon comparison has not been extensively performed. Regulon comparison is important because it can reveal how transcriptional regulatory circuits evolve over the time.

There are four different mechanisms by which regulatory circuits may evolve [1,4]. These include (1) embedding horizontally acquired genes under the regulation of transcription factor, (2) rearrangement of the orientation and/or position of the binding site with respect to transcriptional start site (promoter remodeling), and (3) changes in the transcription factor itself. The fourth (4) mechanism of regulatory circuit evolution is the gain or loss of transcription factor binding sites in the target promoters, such that the orthologous regulators have different regulatory targets in different organisms. This fourth mechanism is referred to as “transcriptional rewiring” [1]. Transcriptional rewiring has not been well-studied, and the majority of studies that have been performed have been in eukaryotic systems, particularly in yeast [5,6]. There have been only a handful of studies on transcriptional rewiring performed in prokaryotes [2,3].

Thus far in bacteria, transcriptional rewiring studies have focused primarily on metabolic regulatory systems, such as galactose metabolism [5], arabinose metabolism [2], or anaerobiosis [6]. In one study, minimal transcriptional rewiring was found when the AraC regulons were compared between *E*. *coli* and *Salmonella enterica* [2]. In another study, the FNR regulons were compared between the closely related Alphaproteobacteria *Rhodobacter capsulatus* and *Rhodobacter spaeroides*, as well as the distantly related *E*. *coli* [3]. As expected, FNR regulons were quite similar between the two *Rhodobacter* species with a small amount of transcriptional rewiring, but significantly different than that of *E*. *coli*, suggesting that transcriptional rewiring correlates with evolutionary distance.

The Alphaproteobacteria offer a perfect testbed to examine the evolution of cell cycle regulation. Several genes involved in *Caulobacter crescentus* developmental cell cycle regulation are well conserved across the entire Alphaproteobacteria clade [7]. These include *dnaA*, *gcrA*, *ccrM*, and *ctrA*. The only comparative studies performed in these systems examined CtrA [8–14]. In *C*. *crescentus*, CtrA is the master regulator of *C*. *crescentus* development and regulates cell division, chromosome replication, flagellum biosynthesis, chemotaxis, pilus production, and adhesion in that organism [15]. The CtrA regulon was identified in *Sinorhizobium meliloti* and included several of the same regulatory targets, such as motility, chemotaxis, and pili synthesis [8]. The CtrA regulon of a more distantly related Alphaproteobacterium, *Magnetospirillum magneticum* was identified and the only genes in common with the other identified CtrA regulons belonged to flagellum biosynthesis, suggesting that flagellum biosynthesis regulation was the ancestral role of CtrA, and other roles were acquired later in different Alphaproteobacteria [9].

One system that has not been examined across multiple organisms is the GcrA/CcrM system identified in *C*. *crescentus* [16,17]. The developmental cell cycle of *C*. *crescentus* is regulated by a cascade of global regulators that coordinate and control multiple cellular activities. GcrA and CcrM work together as a bacterial epigenetic system that participates in this global regulator cascade [18,19]. The methyltransferase CcrM is cell cycle regulated in *C*. *crescentus* and is expressed only in the late predivisional stage, after the bulk of chromosome synthesis has already occurred [20]. Because the *C*. *crescentus* genome is replicated only once per cell cycle, the chromosome remains hemimethylated for a significant amount of time before CcrM is expressed and fully methylates the chromosome [17,21]. In addition, since chromosome replication starts from the origin and moves towards terminus, promoters near the origin remain hemimethylated significantly longer compared to those that are close to the terminus [22]. *C*. *crescentus* uses this unusual pattern of DNA methylation to regulate gene expression during the cell cycle. In fact, microarray studies done by Gonzalez *et al*. (2014) showed that CcrM methylation impacts the expression of more than 10% of all *C*. *crescentus* genes [23]. GcrA is a transcriptional activator that binds to methylated GANTC sites and is hypothesized to activate genes containing a subset of such sites with the consensus sequence YGAKTCK within their promoter [18,19]. GcrA uses DNA methylation to control gene expression as a timing mechanism, coordinating gene expression with the progression of chromosome replication. More than 100 genes are misregulated in *gcrA* disruption strains [16,19] and, while there are diverse regulatory targets, a number of those genes are involved in chromosome replication and cell division.

In this study, the GcrA and CcrM regulons of *Brevundimonas subvibrioides* were identified and compared to *C*. *crescentus*. These bacteria live in the same freshwater environments, and in fact, both *C*. *crescentus* (CB15) and *B*. *subvibrioides* ATCC 15264 were isolated from the same pond, though in different years [24]. *B*. *subvibrioides* is a member of the *Caulobacteraceae* family, and thus even more closely related to *C*. *crescentus* than the *S*. *melitoti* strain used in the CtrA study, which is in a different order [25]. Both *Brevundimonas* and *Caulobacter* are very closely related genera within the *Caulobacteraceae* family with 16S rDNA similarities of 95–96% [26]. The *B*. *subvibrioides* and *C*. *crescentus* genomes share over 2000 orthologs and an average nucleotide identity of 74% [27]. *B*. *subvibrioides* has an asymmetrical cell cycle and produces two morphologically different daughter cells: a motile swarmer cell and a sessile cell similar to *C*. *crescentus*, suggesting cell cycle processes in both these bacteria are similar, including methylation state of the chromosome and cell cycle regulation of CcrM (although this has not been experimentally verified) [25]. In this study, global gene expression analysis was used to identify the GcrA and CcrM regulons in *B*. *subvibrioides* and to compare them with the *C*. *crescentus* regulons. According to previous regulon comparison studies, one would predict that the regulons would be very similar. However, the results presented here suggest significant divergence of these regulons driven by extensive transcriptional rewiring despite the small evolutionary distance between *B*. *subvibrioides* and *C*. *crescentus*. Our results hence demonstrate that regulatory systems, even ones critical to cell function, can diverge greatly through transcriptional rewiring.

## Results

### Identification of methylation motifs using SMRT sequencing in *B*. *subvibrioides*

To begin examining gene regulation by the GcrA/CcrM system in *B*. *subvibrioides*, DNA methylation was directly analyzed. While it has been previously shown that insertional disruption of the *B*. *subvibrioides ccrM* gene leads to phenotypic effects [25], expression of *ccrM* had not been analyzed and actual methylation of DNA by *B*. *subvibrioides* CcrM had not been directly verified. Additionally, *B*. *subvibrioides* has five other potential methyltransferases encoded in its genome [25]. To characterize the methylome of *B*. *subvibrioides*, Single Molecule Real Time (SMRT) sequencing was employed [28,29]. SMRT sequencing is a powerful technology that can directly detect N6-methyladenine as well as N4-methylcytosine in the DNA sequencing process; the sample DNA must undergo TET1 conversion to detect N5-methylcytosine, which was not performed in this study. Using SMRT sequencing to re-sequence the *B*. *subvibrioides* genome, N6-methyladenines were detected throughout the chromosome but no N4-methylcytosines were detected. Motif analysis was performed on sequences surrounding N6-methyladenines and a total of 7 motifs were detected (S1 Data). Out of those 7 motifs, one matched the CcrM motif G**A**NTC (methylated base in bold) which is also identified in *C*. *crescentus*. To verify that CcrM is responsible for the detected motif, SMRT sequencing was performed on the *ccrM*::pNPTS139 strain and the GANTC methylation motif was not detected, demonstrating that the *B*. *subvibrioides* CcrM ortholog is expressed and methylates this motif. Given the fact that the *C*. *crescentus* CcrM and *B*. *subvibrioides* CcrM are 74% identical at the amino acid level [25], this result is not surprising. Furthermore, motif analysis of the *ccrM* disruption strain showed only two predicted motifs that were also predicted in the WT (S1 Data). The absence of other motifs in *ccrM* strain suggests some of those motifs present in the WT might be due to spurious CcrM activity or that the absence of CcrM might lead to repression of other methyltransferases. Given that there are only 3 adenine methyltransferases aside from *ccrM* predicted in the *B*. *subvibrioides* genome, the former scenario appears more likely. Combining the data generated from SMRT sequencing of both the wild-type and *ccrM* strains, as well as predictions from the REBASE database [30], different motifs and potential methyltransferases responsible for their methylation are presented in Table 1. Bresu_2693 encodes CcrM, which is an adenine methyltransferase with a now confirmed G**A**NTC recognition motif. Bresu_3035 encodes a likely N6-adenine methyltransferase and REBASE predicts its motif to be A**A**TT; this motif was also detected in this study (in both WT and *ccrM* strains). The remaining adenine motif **A**GGCMGYA (detected in both WT and *ccrM* strain) could not be conclusively linked to a methyltransferase but is likely the motif of one of the two remaining predicted adenine methyltransferases (Bresu_1408 or Bresu_1999). While the technique used here was not capable of detecting N5-methylcytosine, Bresu_0174 is a predicted N5-cytosine methyltransferase orthologous to CCNA_03741 in *C*. *crescentus*, which has been shown to methylate cytosine in the GG**C**GCC motif [29]. REBASE database predicts Bresu_2033 to be a cytosine methyltransferase with the motif CCGCGG. Since no N4-methylcytosine was detected, this enzyme is either an N5-cytosine methyltransferase or it is not expressed. Given that a previous study showed that the gene encoding this enzyme is essential (and likely participates in a restriction-modification system) [25], Bresu_2033 likely codes for a N5-cytosine methyltransferase.

**Table 1:** Methylation motifs in *B*. *subvibrioides*.

Motifs	Modification type	Candidate methyltransferase gene	Partner restriction endonuclease	Motif predicted by REBASE database	Remarks	% of Motifs methylated	# of Motifs methylated	# of Motifs in Genome
GANTC	m6A	Bresu_2693^a^	Absent	Yes	Confirmed in this study	0.99	7765	7800
AATT	m6A	Bresu_3035 ^a^	Absent	Yes	Detected in this study	0.929	2204	2370
AGGCMGYA	m6A	Bresu_1999 or Bresu_1408	Absent for both genes	No	Detected in this study	0.329	150	455
GGCGCC	m5C	Bresu_0174 ^a^	Absent	Yes	Not detected in this study, predicted motif for *C*. *crescentus* ortholog [29]			
CCGCGG	m5C	Bresu_2033	Bresu_2032	Yes				

^a^: Homolog present in *C*. *crescentus*

While SMRT sequencing was used here to detect methylation sites, in doing so it also effectively re-sequenced the *B*. *subvibrioides* genome. This new genomic analysis predicted 3900 GANTC sites (7800 GANTC sites in total when both strands were considered since GANTC is palindromic) in the genome, compared to the 3899 GANTC sites predicted by the reference genome. The extra methylation site was found at genomic coordinates 2445157 to 2445161. Using the IPD ratio, CcrM recognition sites in *B*. *subvibrioides* were analyzed for their methylation status. Interpulse duration (IPD) ratio is a metric used in SMRT sequencing to identify methylated bases [28]. If the IPD ratio is greater than 1 for a particular base position, then it means that the polymerase slowed down at that particular position relative to the control, suggesting that some sort of modification is present on the template strand (methylation in this case). Out of 7800 GANTC sites (when both strands were considered), 7765 GANTC sites were found with adenine methylation and only 35 GANTC sites did not have methylation on their adenines. Upon closer inspection, 16 of these sites were found to be unmethylated on both strands (S1 Data) and 19 were found to be unmethylated only on one of the two strands (S1 Data). While SMRT sequencing was performed on DNA from unsynchronized *B*. *subvibrioides* cells, meaning chromosomes were likely under different stages of replication, the methylation status of individual sites is based upon the consensus methylation status of multiple reads over a given site in different DNA molecules. That is, those 19 GANTC sites with unmethylated adenines in only one of the strands should not be confused with hemimethylation that occurs during S-phase where the newly synthesized DNA is yet to be methylated by CcrM. Similar results have been found in *C*. *crescentus*, where 27 GANTC sites remained unmethylated throughout the cell cycle [29]. One potential explanation for this might be due to binding of another protein in the vicinity of the GANTC sites, thereby preventing access for CcrM. In *C*. *crescentus*, MucR1/2 proteins have been found to bind to at least some of these unmethylated sites and were also involved in the regulation of genes in the vicinity [31]. No consensus motif for MucR1/2 proteins has been identified in *C*. *crescentus*. MEME analysis was performed on the unmethylated sites (fifty bases upstream and downstream) to identify the potential DNA binding motifs which might prevent access but did not identify a consensus sequence. There is one ortholog of MucR1/2 in *B*. *subvibrioides* (Bresu_1201). However, when the genes in the vicinity of the unmethylated GANTC sites in *B*. *subvibrioides* were compared to the genes in the vicinity of unmethylated GANTC sites in *C*. *crescentus*, not a single gene was in common among them.

### Role of CcrM methylation in gene expression in *B*. *subvibrioides*

Previous research had shown that disruption of *ccrM* in *C*. *crescentus* was conditionally lethal (particularly when grown in PYE media [20]), while disruption of *ccrM* in *B*. *subvibrioides* resulted in no growth defect, suggesting a significant difference in the role of CcrM between these two organisms [25]. To begin studying the role of GANTC methylation in *B*. *subvibrioides* global gene expression, the expression profiles of wild-type and *ccrM* strains were compared using RNA-seq. Previous global gene expression studies of *ccrM* mutants *in C*. *crescentus* used a statistical cutoff of P<0.01 which resulted in 388 genes being characterized as misregulated [23]. When that same cutoff was applied to the *B*. *subvibrioides* RNA-seq data generated here, 1082 genes were characterized as misregulated, which is roughly a third of the genome. To make the dataset more specific, another cutoff of >2-fold change (compared to WT) in addition to P<0.01 was added. Based on these cutoffs, 129 *B*. *subvibrioides* genes were found to be misregulated in the *ccrM* mutant (Fig 1). To verify the RNA-seq data, the expression levels of 10 misregulated genes were analyzed by RT-qPCR, and all results matched the RNA-seq data except for *ctrA*, which showed a 2-fold increase in expression in the RNA-seq data but showed a decrease in expression by RT-qPCR (S1 Fig (bottom)). Out of the 129 misregulated genes, 74 were downregulated (Fig 1B (left) and S2 Data) in the *ccrM*::pNPTS139 strain and 55 were upregulated (Fig 1B (right) and S2 Data).

**Fig 1:**
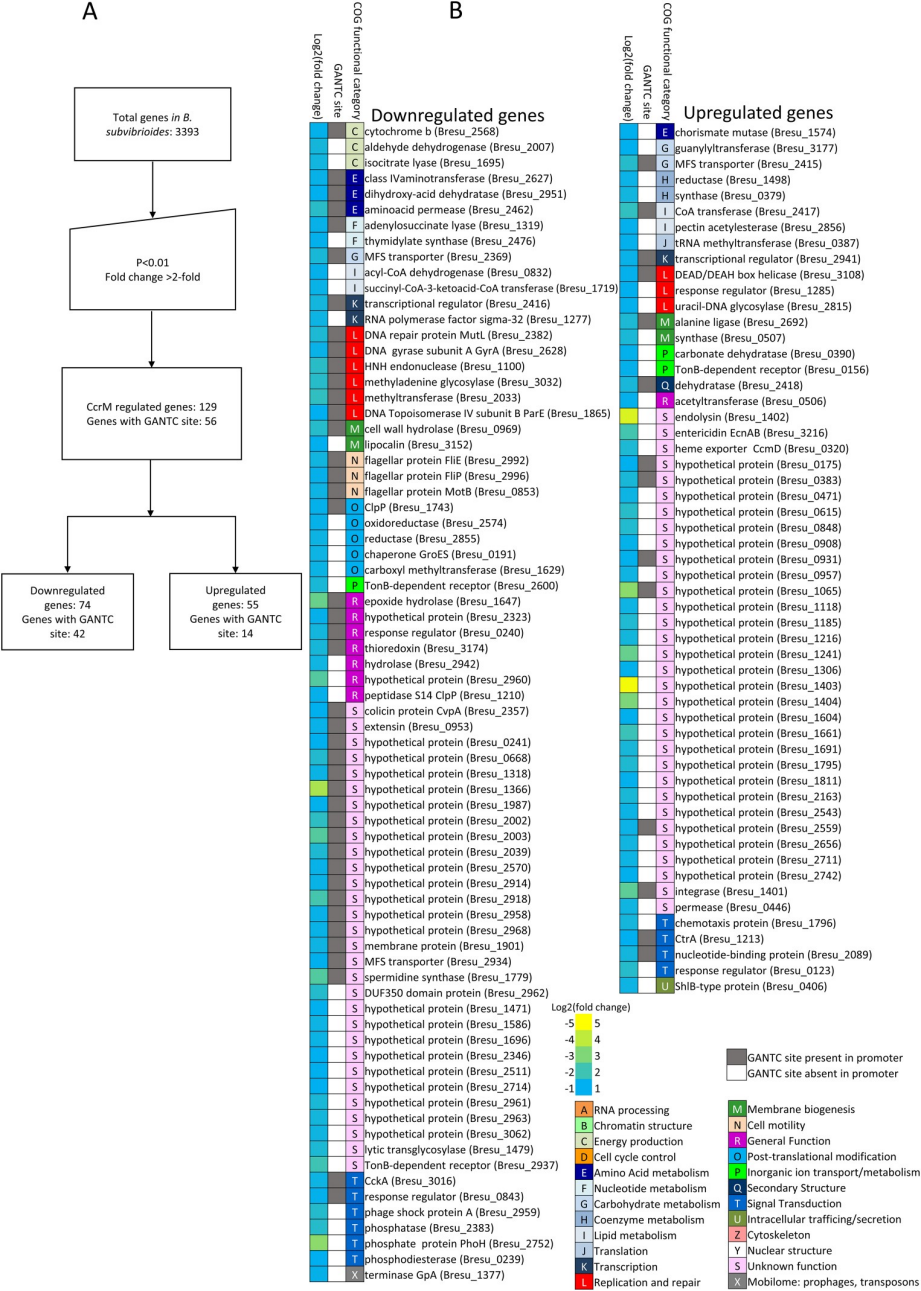
Genes misregulated in *ccrM* mutant compared to wild-type in *B*. *subvibrioides*. A) Workflow showing the cutoffs used for defining misregulated genes in *ccrM* mutant. Using >2-fold and P<0.01 as cut offs, 129 genes were found misregulated compared to WT out of 3393 total genes in *B*. *subvibrioides*. Out of 129 misregulated genes, 56 of them had at least one GANTC site in their promoter suggesting potential direct regulation by CcrM. B) List showing genes downregulated (left) and upregulated (right) in the *ccrM*::pNPTS139 strain along with COG functional category. For both left and right, Column 1 shows the heat map of the magnitude of fold change in log2 scale. Column 2 shows if those genes have GANTC site within their promoter (grey—GANTC site present, white—GANTC site absent). Genes were clustered by COG functional category (Column 3).

Given the nature of the RNA-seq technique as a global analysis method, and the fact that methylation plays a role in the global regulatory cascade, it is likely that a number of the misregulated genes are indirect regulatory targets of CcrM. To identify potential direct regulatory targets of CcrM, the promoter regions for each of the 129 genes were examined for methylation sites up to 200 bp upstream from the start codon. For genes that appeared to be in operons, the promoter region of the first gene of the operon was considered. This analysis revealed 51 promoter regions (covering 56 genes) that met the differential regulation cutoffs and had at least one GANTC motif in their promoter region. Out of these 56 genes, 42 genes were downregulated (Fig 1B and Table C in S1 Text) whereas 14 genes were upregulated (Fig 1B and Table D in S1 Text). Given the presence of 3900 methylation sites in the genome, one could expect that the presence of a methylation site in a promoter region would occur randomly with high probability, though a previous study by Gonzalez *et al* (2014) found that GANTC sites were overrepresented by at least 1.5-fold in intergenic regions across all Alphaproteobacteria except the *Rickettsiales* [23]. The presence of a methylation site combined with measurable changes in gene transcription lends higher confidence that these genes are direct regulatory targets of CcrM methylation. Genes were clustered by COG category to determine if specific functions were over-represented in the dataset (Fig 1B). Such categories include genes involved in DNA replication and repair, such as DNA gyrase subunit A (*gyrA*), DNA mismatch repair (*mutL*) and DNA topoisomerase IV subunit B (*parE*). Other categories include genes involved in cell motility, particularly in flagellar synthesis, such as *fliP*, *motB* and *fliE*. Important developmental signal transduction genes such as *cckA* and *ctrA* were also identified as potential direct CcrM targets.

### Regulatory targets of CcrM methylation in *B*. *subvibrioides* differ significantly from those in *C*. *crescentus*

Previous global gene expression analysis in *C*. *crescentus* using microarrays found that 388 genes were misregulated in *ccrM* mutant compared to WT using P<0.01 as a cut off [23]. As described above, this cutoff is too permissive to realistically analyze the *B*. *subvibrioides* data. In order to make the *C*. *crescentus* dataset comparable to the *B*. *subvibrioides* dataset, the same two-parameter cutoff (P<0.01 and >2-fold change) was applied to the previously published *C*. *crescentus* dataset, resulting in 152 genes characterized as misregulated in the *C*. *crescentus ccrM* mutant [23]. When the 152 genes misregulated in *C*. *crescentus ccrM* (P<0.01 and >2-fold change) were compared to the 129 genes misregulated in *B*. *subvibrioides ccrM* (P<0.01 and >2-fold change) only 4 genes were in common (Fig 2A and 2C, and Table E in S1 Text). This comparison included both direct and indirect regulatory targets. When the presence of a methylation site in the promoter region (+200 bp from start codon) was added as a criterion to compare direct regulatory targets, only 2 genes were in common (Fig 2B and genes highlighted in orange Fig 2C). The almost complete lack of regulon conservation is surprising given how closely related the two organisms are. Two factors appear to contribute to the lack of conservation. First is the loss of gene content. Of the 152 genes misregulated in *C*. *crescentus ccrM* (P<0.01 and >2-fold change), *B*. *subvibrioides* has orthologs for 89 of them (Fig 2B and all genes listed in Fig 2C). Out of 129 misregulated genes in *B*. *subvibrioides ccrM* (P<0.01 and >2-fold change), *C*. *crescentus* has orthologs for 80 of them. Second is transcriptional rewiring, as indicated here by the loss of methylation sites. Of the 89 *B*. *subvibrioides* orthologs, only 29 of them have methylation sites in the promoter regions (Fig 2C, GANTC column). Finally, only 2 of those 29 genes show significant transcriptional changes in a *ccrM* mutant (genes highlighted in orange in Fig 2C).

**Fig 2:**
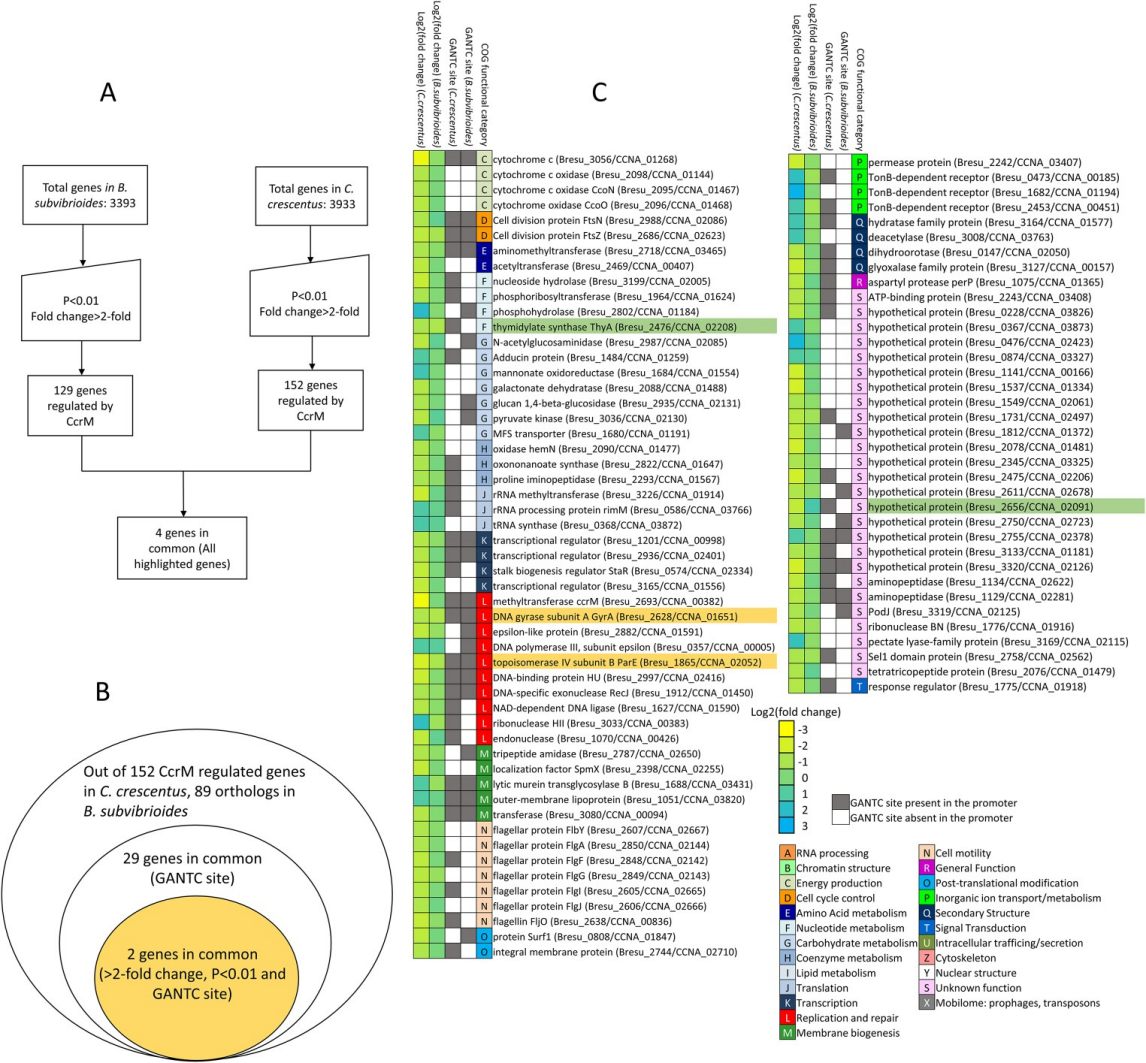
Common genes misregulated in *ccrM* mutant in *B*. *subvibrioides* and *C*. *crescentus*. A) Workflow showing the cutoffs used for defining misregulated genes in *ccrM* mutant in both organisms. Using >2-fold and P<0.01 as cut offs, 129 genes and 152 genes were found misregulated in *ccrM* in *B*. *subvibrioides* and *C*. *crescentus* respectively. Only 4 genes were found in common. B) Concentric circle diagram showing common genes using different parameters. *C*. *crescentus* CcrM regulates 152 genes and *B*. *subvibrioides* has orthologs to 89 of those genes. Only 29 of the *B*. *subvibrioides* orthologs have GANTC sites in their promoter regions. Of those 29, only 2 genes showed significant transcriptional changes in a *ccrM* mutant strain (highlighted in orange). C) List of 89 *B*. *subvibrioides* orthologs to *C*. *crescentus ccrM* regulated genes sorted by COG functional category. Column 1 and 2 shows the heat map of the magnitude of fold change in log2 scale in the *C*. *crescentus ccrM* strain (data obtained from [23]) and *B*. *subvibrioides ccrM*::pNPTS139 strain respectively. Columns 3 and 4 show if those genes have GANTC site within their promoter in *C*. *crescentus* and *B*. *subvibrioides* respectively (grey—GANTC site present, white—GANTC site absent). Genes were clustered by COG functional category (Column 5). Orthologs that met the transcriptional change cutoffs are highlighted in green; orthologs that met the transcriptional change cutoffs and have a GANTC site are highlighted in orange.

It is possible that the cutoffs used for comparison were too stringent. However, taking the 388 genes misregulated in the *C*. *crescentus ccrM* mutant (P<0.01) and comparing them to 129 genes from *B*. *subvibrioides* (P<0.01 and >2-fold) only resulted in 12 common genes. Relaxing the *B*. *subvibrioides* cut off to P<0.01 and >1.8-fold only gave 17 genes in common. These results suggest that the lack of regulon conservation is not an artefact of cutoff choice and instead reflects real divergence between these regulons. It should be noted that the *C*. *crescentus* study was performed using M2G minimal medium to bypass the lethality of *ccrM* disruption, but PYE medium was used in this study because *B*. *subvibrioides* does not grow in M2G medium. It is unclear what effect growth media has on the results, but other regulon comparison studies using different media [3,8] have only identified limited transcriptional rewiring.

### Identification of regulatory targets of GcrA in *B*. *subvibrioides*

While CcrM-dependent methylation clearly affects gene transcription, it is not believed that methylation directly alters transcription. Rather, methylation has been postulated to alter the binding and/or activity of the regulatory protein GcrA [32]. To begin characterizing the GcrA regulon in *B*. *subvibrioides*, RNA-seq was performed comparing gene expression between a *B*. *subvibrioides gcrA* mutant and the wild type. Once again, using the statistical P<0.01 and >2-fold change in expression cutoffs, 131 genes were characterized as misregulated in the *gcrA* mutant. To verify the RNA-seq data, the expression levels of 10 misregulated genes were analyzed by RT-qPCR, and all the results matched the RNA-seq data (S1 Fig (Top)). Out of the 131 misregulated genes, 87 genes were downregulated while 44 genes were upregulated (Fig 3A and S3 Data) in the *gcrA* mutant compared to WT.

**Fig 3:**
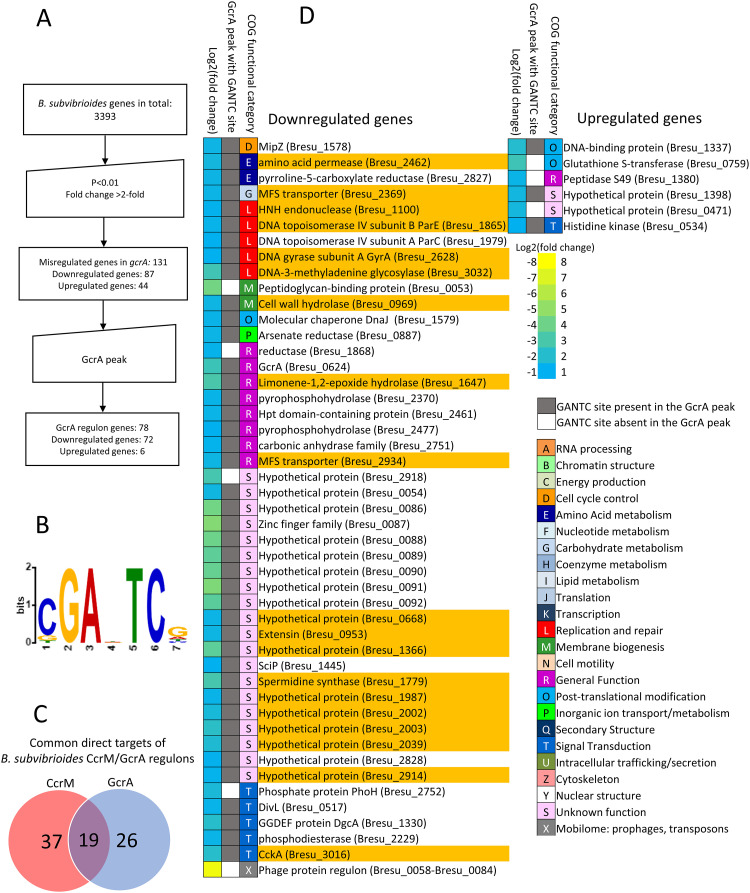
Genes directly regulated by GcrA in *B*. *subvibrioides*. A) Workflow showing the cutoffs used for defining the GcrA regulon. Using transcriptional change cutoffs of >2-fold and P<0.01, 131 genes were characterized as misregulated in the *gcrA* mutant. Of those 131 genes, GcrA peaks (obtained from ChIP-seq) were detected in the promoter regions of 78 genes. B) MEME analysis of promoters activated by GcrA that had only one GANTC site within the promoter region in *B*. *subvibrioides*. In total, 18 genes were activated by GcrA with only one GANTC site within the promoter region in *B*. *subvibrioides*. MEME analysis showed no preference for any bases in an extended GANTC motif beyond a slight preference for C before GANTC site. C) Venn diagram showing common genes of CcrM/GcrA regulons in *B*. *subvibrioides*. There were 56 genes directly regulated by CcrM (>2-fold, P<0.01 and GANTC site in promoter), and 45 genes directly regulated by GcrA with methylation sites (>2-fold, P<0.01 and GcrA peak with GANTC site in promoter). Only 19 genes were found in common between them (highlighted in orange in Fig 3D). D) List showing all misregulated genes with GcrA peaks (with or without GANTC site) that were downregulated (left) and upregulated (right) in the Δ*gcrA* strain sorted by COG functional category. For both left and right, Column 1 shows the heat map of the magnitude of fold change in log2 scale. Column 2 shows if GANTC site is also present in the GcrA peak (grey—GANTC site present, white—GANTC site absent. Genes were clustered by COG functional category (Column 3).

In *C*. *crescentus*, GcrA affects the production of the next global regulator in the developmental cascade, CtrA. Therefore, it is likely that a number of genes with altered transcription are indirect targets of GcrA. To better assess GcrA’s direct regulatory targets in *B*. *subvibrioides*, ChIP-seq was performed to identify genomic areas directly bound by GcrA and combined with RNA-seq to identify genes under direct regulation of GcrA. 

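Chromatin from wild-type *B*. *subvibrioides* grown at 30°C was immunoprecipitated with an anti-GcrA serum diluted 500-fold, in 3 independent cultures, and DNA taken from the same cultures before immunoprecipitation served as input. The authors trimmed the reads with Trimmomatic, mapped them to the *B*. *subvibrioides* genome with Bowtie2 and called peaks once with MACS2, on the 3 GcrA libraries pooled against the 3 pooled input libraries, at a q-value of 0.05. The reads were paired, but the call was in single-end mode, so tags and pileup count extended single reads and not sequenced fragments. The pooled GcrA libraries held 55243916 tags of 75 bases, 54802424 after the removal of duplicates, and the pooled inputs held 65513703 tags, 65513267 after that step. The depth of each library is not given by the peak list, and since the peaks come from 1 pooled call, the values reported from it have no replicates and no spread between cultures. Each peak has a start, an end, a summit, the number of extended GcrA reads over the summit (the pileup) and a fold enrichment, which is the pileup divided by the local input background. MACS2 takes as background the highest of the genome-wide mean and the input within 1000 and 10000 bp, so it cannot fall under the genome-wide mean of 4690 reads, and 438 of the 879 peaks sit at that level, to within 0.5 reads. The number of GANTC sites in each peak was taken from S4 Data. Gene coordinates came from the RefSeq annotation of the same chromosome, which was used without the direction of transcription, so a gene was counted as having a promoter peak when a peak overlapped the 100 bp on either side of its start coordinate or of its end coordinate. This rule can also count a peak at the 3′ end of a gene. In 8 of 22 operons whose listed members give the direction, a peak lay at the end of the first gene away from its start. In 21 of the 22, a peak lay on the start side, and only Bresu_2417 had one at the other end alone. Operons of Tables F and G were listed for such a peak.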

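The median fold enrichment of the peaks over input was 1.65 (interquartile range 1.33 to 2.21), and the values ran from 1.03 to 4.33. Enrichment was at least 2-fold in 288 peaks and at least 4-fold in 3 peaks, while 352 peaks, or 40.0% of the list, were enriched by less than 1.5-fold. Peaks were up to 3035 bp long with a median of 529 bp, and together they covered 546328 bp, or 15.9% of the chromosome. The smallest −log10 q-value was 1.88, and 878 peaks passed a q-value of 0.001. The strongest peak, with its summit at 1245072, lay between Bresu_1239 and Bresu_1240 and held 3 GANTC sites. It was followed by the peaks with summits at 3431128 (4.16-fold, beside Bresu_3319), 1792292 (4.13-fold, beside Bresu_1804), 1368649 (3.99-fold, inside Bresu_1375) and 2756278 (3.98-fold, more than 200 bp from the nearest gene, Bresu_2743). The rest of the 10 strongest peaks, between 3.91-fold and 3.95-fold, had their summits at 1954552 (between Bresu_1978 and *parC*), 2410354 (in Bresu_2406), 2959248 (beside Bresu_2917), 3062530 (between Bresu_2988 and Bresu_2989) and 3084310 (beside Bresu_3010). Each of these 10 peaks held between 2 and 7 GANTC sites.

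**Figure D1:**
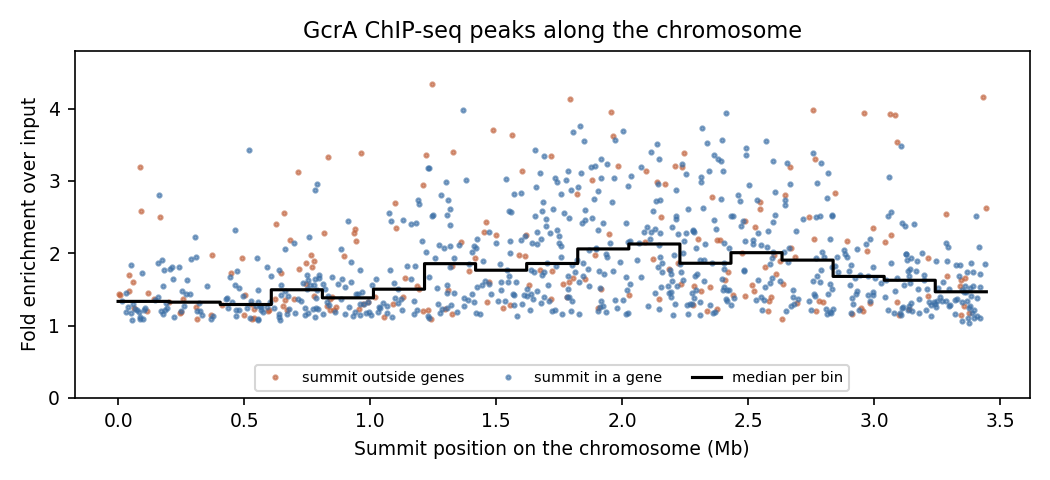
Fold enrichment over input (y axis) of each of the 879 GcrA peaks against the position of its summit on the chromosome in Mb (x axis), coloured by whether the summit lies in an annotated gene. The black line is the median in 17 equal bins, which runs from 1.29 to 2.13.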

Using ChIP-seq, 879 GcrA binding peaks (S4 Data) were identified that were significantly enriched compared to the input DNA (DNA from same samples before IP) with very high confidence (3 replicates with correlation of 0.95). About half of these peaks were found in intergenic regions with roughly equivalent numbers found in intragenic regions. These results are similar to what has been found in *C*. *crescentus* [19].

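With each peak placed by its summit, 205 of 879 peaks (23.3%, 95% Wilson interval 20.6% to 26.2%) lay outside every annotated gene. Bases outside genes make up 8.50% of the chromosome. When all summits were shifted together around the chromosome by a random distance, on average 8.50% of them fell outside genes (SD 0.930 over 100000 shifts), and no shift came as far from this mean as the observed share (two-sided permutation test by rotation, p = 1e-05, the smallest that 100000 shifts can give, and 0.0001 after Benjamini-Hochberg adjustment over the 10 tests run on the peaks). The share depends on the rule that places a peak. With at least 1 bp of the interval outside genes required, 61.4% of the peaks counted as intergenic, against 47.6% on average after rotation, and with at least 50% of the interval outside genes, 6.94% did, against 2.86%.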

It is thought that instead of GcrA binding to a target DNA sequence and then recruiting σ^70^, GcrA binds to σ^70^ and stimulates transcriptional activity when σ^70^ binds to a promoter with an adjacent methylation site. In such a scenario, it is possible that many promoters that bind to σ^70^ might also be pulled down along with GcrA, even though they do not have a GANTC site in their promoter and thus are not transcriptionally impacted by GcrA. However, multiple attempts were made to perform ChIP-seq in a *ccrM* mutant background and none yielded enough DNA to perform sequencing, suggesting promiscuous pulldown of DNA through a GcrA/σ^70^ interaction is not a significant contributor to the GcrA ChIP-seq dataset. Additionally, it is not clear why there were so many GcrA peaks (>400) found in the coding region of genes. 

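By the summit rule, 674 peaks lay inside annotated genes. Their median log2 fold enrichment was 0.72, against 0.73 for the 205 intergenic peaks, a difference of 0.01 that was not past the threshold (two-sided permutation test, p = 0.821, adjusted p = 0.821). The difference changed its direction with the midpoint of the peak in place of the summit (−0.05, permutation p = 0.365) and when at least 50% of the interval had to lie outside genes (−0.27, permutation p = 0.0040, with 61 intergenic peaks).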

One possibility is that free GcrA not interacting with σ^70^ may still bind to GANTC sites including those in coding regions. However, there are thousands of methylation sites that were not bound by GcrA. 

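Summed over the peak list, 1651 of the 3900 GANTC sites of the genome lay inside GcrA peaks, or 42.3% (95% Wilson interval 40.8% to 43.9%), and 2249 sites lay outside every peak. The upper 439 peaks by fold enrichment alone held 25.2% of the sites.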

What exactly governs GcrA binding and/or transcription regulation is still not clear.

In *C*. *crescentus*, the GcrA regulon was defined as genes with >1.75-fold lower expression compared to WT and a detectable peak -40 bp to +40 bp from the transcriptional start site because those criteria explained most of the data [19]. However, global transcriptional start site data is unavailable for *B*. *subvibrioides* so here the scope of promoter region was broadened. Genes under the direct regulation of GcrA in *B*. *subvibrioides* were categorized as having >2-fold change in expression in the *gcrA* mutant compared to wild-type with P<0.01 and the presence of a GcrA peak in the promoter region, here defined as -100 bp to +100 bp of the translational start site (Fig 3A). The presence of a GANTC site as an additional criterion to define the GcrA regulon in *B*. *subvibrioides* was not included because not all GcrA peaks included a methylation site (Fig 3D), unlike the previous *C*. *crescentus* study where this criterion was included. 

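At least 1 GANTC site was counted in 827 of the 879 peaks (94.1%, 95% Wilson interval 92.3% to 95.5%), and 52 peaks had none. Peaks without a site had a median log2 fold enrichment of 0.35, against 0.75 for peaks with a site, a difference of 0.40 (two-sided permutation test, p = 0.00013, adjusted p = 0.000609). Their median length was 418 bp, against 467 bp for the 355 peaks with 1 site and 1360 bp for the 32 peaks with at least 5.

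**Figure D2:**
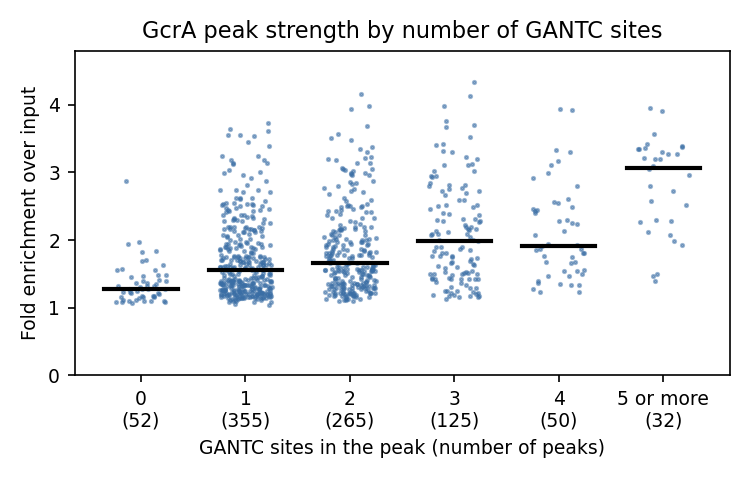
Fold enrichment over input (y axis) of each GcrA peak by the number of GANTC sites it holds (x axis, with the number of peaks in brackets), with the median as a black bar. The median is 1.28 with 0 sites, 1.55 with 1, 1.66 with 2, 1.99 with 3, 1.92 with 4 and 3.07 with 5 or more.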

For those genes that belonged to an operon, the promoter region of the first gene was considered. Using these criteria, 78 genes were characterized as being under direct regulation of GcrA (Fig 3). Out of these, 72 genes were found to be downregulated (Fig 3D and Table F in S1 Text) in the *gcrA* mutant whereas only 6 genes were found to be upregulated (Fig 3D and Table G in S1 Text). These data are consistent with findings in *C*. *crescentus* that suggest GcrA acts principally (or even solely) as an activator [19].

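Of the 131 genes that the paper lists as misregulated, 129 could be placed on the annotation, and 59 of them (45.7%) had a peak at either end of the gene itself. Among the other 3202 protein-coding genes, 1188 (37.1%) had one. The difference of 8.63 percentage points was not past the threshold (two-sided Fisher's exact test, p = 0.0513, adjusted p = 0.0856). It grew to 31.1 points when the genes of Tables F and G were placed at the first gene of their operon, with 88 of 129 genes. That rise is set by the selection, since these tables list genes for having a peak at that promoter and only they were moved. Without the genes of the operon Bresu_0058 to Bresu_0084, which share 1 promoter, 51 of 104 genes (49.0%) had a peak (Fisher's exact p = 0.0175). Each of the 78 genes in Tables F and G, which were listed for a promoter peak, had a peak at an end of its own sequence or, for operon members, of the first gene.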

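A peak lay at an end of 49 of 86 downregulated genes (57.0%) and of 10 of 43 upregulated genes (23.3%), a difference of 33.7 percentage points (two-sided Fisher's exact test, p = 0.000338, adjusted p = 0.000844). Against the other protein-coding genes, the downregulated genes had more peaks (Fisher's exact p = 0.000265), and the upregulated genes did not differ past the threshold (p = 0.0790). The 45 peaks at downregulated genes or at the first genes of their operons had a median log2 fold enrichment of 1.14, against 0.77 for the other 621 peaks at ends of protein-coding genes, a difference of 0.37 (two-sided permutation test, p = 0.00139, adjusted p = 0.00278). The paper takes genes that change in the mutant and have a GcrA peak at the promoter as direct targets, finds most of them downregulated, and sets this beside earlier work in *C*. *crescentus* in which GcrA appears to act mainly or only as an activator.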

As before, genes were clustered by COG category to determine if certain functions were over-represented in the dataset (Fig 3D). Similar to the CcrM regulon, genes involved in DNA replication and repair were found in greater numbers, including the same *gyrA* and *parE* genes as seen in the CcrM regulon, as well as *mipZ* (cell cycle control and cell division). 

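The *gyrA* gene (Bresu_2628) extends from 2635253 to 2638054, and a peak from 2637919 to 2638290 had its summit 40 bp outside its upper end, with a fold enrichment of 1.57 and 2 GANTC sites. At *parE* (Bresu_1865, 1849418 to 1851493), a peak of 2.45-fold with 1 GANTC site had its summit 18 bp outside the upper end. Bresu_1866, the first gene of the *parE* operon, had 2 peaks at its ends, of which this was the stronger. By the order of the operon, however, this peak lay at the end of Bresu_1866 away from its start. The other peak, on the start side, was enriched 1.64-fold and held 2 GANTC sites. At *mipZ* (Bresu_1578, 1545129 to 1545980), a peak of 1.76-fold with 3 GANTC sites ended next to the gene, and its summit lay 211 bp from the lower end. By fold enrichment, the peaks at the ends of *gyrA*, *parE* and *mipZ* themselves ranked 483, 166 and 379 among all peaks.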

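The *cckA* gene (Bresu_3016), which extends from 3089808 to 3091871, had a peak at each end. The peak at the upper end, from 3091553 to 3092235, was enriched 3.54-fold, ranked 22 among all peaks and held 1 GANTC site, with its summit 19 bp outside the gene. At the lower end, a peak of 1.66-fold with 2 GANTC sites had its summit 218 bp outside the gene.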

Signal transduction genes also had increased representation, such as *cckA* (CtrA activation). Included in the dataset was one large 26 gene operon (Bresu_0058-Bresu_0084). 

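The first gene of this operon by Table F, Bresu_0084, lies at its upper end (84995 to 85621). A peak from 85499 to 86214 covered that end, with its summit 228 bp outside the gene, a fold enrichment of 3.19 and 1 GANTC site. The summit, at 85849, lay next to the neighbouring gene Bresu_0085 (85850 to 86548), whose lower end the peak also covered. Since the direction of transcription was not used, it is open whether that end is the start of Bresu_0085. Inside the operon, which spans 23206 bp, 4 further peaks had their summits, with fold enrichments between 1.19 and 1.25.

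**Figure D3:**
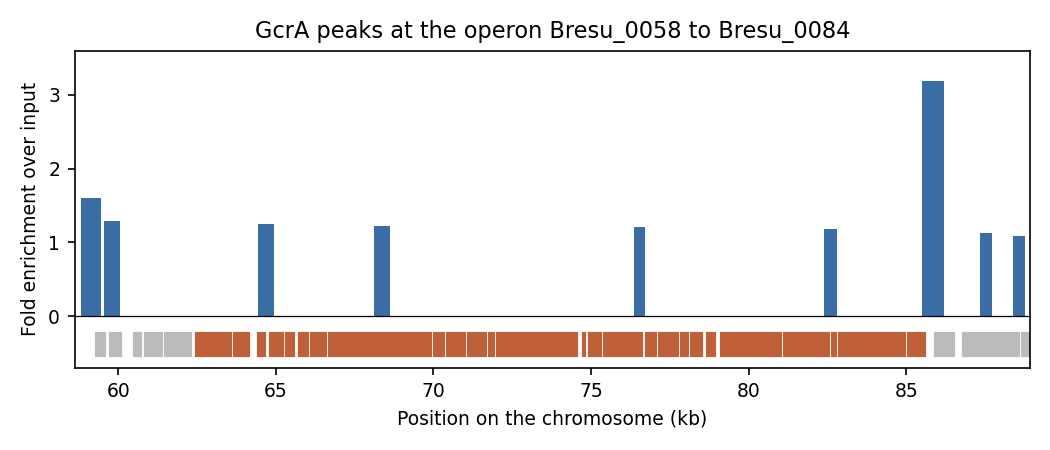
GcrA peaks around the operon, drawn to scale as blue bars with their fold enrichment over input (y axis) against the position on the chromosome in kb (x axis). Genes of the operon are the orange boxes under the axis and neighbouring genes the grey ones, and the peak of 3.19-fold stands at the upper end of the operon.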

Protein BLAST of this region showed several hypothetical proteins along with a prophage tail length protein, peptidase U35 phage prohead protein, phage portal protein, and terminase GpA, strongly suggesting this region belongs to a prophage. Interestingly, this entire operon is expressed in the wild-type cells in a GcrA-dependent manner. No phage particles have been observed in wild-type cultures imaged by TEM [33], suggesting that even if this operon constitutes a prophage, it is non-functional. One explanation for the results is that the phage genome excised in the *gcrA* disruption strain, but when this strain was analyzed by PCR, the phage genes were still present. It is not clear why this operon would be regulated by GcrA, but it is notable that the *C*. *crescentus* phage Phi-CbK does contain a GcrA homolog in its genome [34]. It has been speculated that Phi-CbK may express its own GcrA as a mechanism of stalling the *C*. *crescentus* cell cycle to better redirect resources towards phage production.

Surprisingly, one of the genes characterized as being under direct regulation of GcrA in *B*. *subvibrioides* was *sciP*, an important regulator of CtrA activity. In *C*. *crescentus*, *sciP* expression is activated by CtrA not GcrA [35]. GcrA regulation of *sciP* would constitute a significant change to the cell cycle. While the promoter region of *sciP* in *B*. *subvibrioides* contains a GcrA binding site, it also has a CtrA binding site and therefore it is possible that the decreased expression of *sciP* in the *gcrA* strain was due to an indirect regulatory effect of decreased *ctrA* expression (decreased *ctrA* expression in the *gcrA* strain was seen in the RNA-seq data). 

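The peak at *sciP* (Bresu_1445) extended from 1424702 to 1425177 and so covered the whole gene, from 1424753 to 1425037. Its summit, at 1424940, lay inside the gene, 97 bp from the upper and 187 bp from the lower end. The paper assigns GcrA binding to a GANTC site upstream of the start codon and places another within the gene. Whichever end is the start, the summit lay inside the gene and not at the upstream site. The peak was enriched 2.20-fold, ranked 223 among all peaks and held 1 GANTC site.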

Mutation of the CtrA binding site abolished *sciP* transcription in both the WT and *gcrA* strains, indicating that GcrA is not capable of driving expression on its own, and that the reduction in *sciP* expression in the *gcrA* mutant is an indirect effect of decreased *ctrA* expression (S2 Fig).

Previous research in *C*. *crescentus* has led to the hypothesis that gene activation by GcrA occurs only for methylated GANTC sites that have the extended methylation motif TGATTCG or more broadly, YGAKTCK [19,32]. To examine if GcrA favored binding to an extended motif in *B*. *subvibrioides*, genes activated by GcrA that had only one GANTC site (18 genes in total in *B*. *subvibrioides*) were analyzed by MEME (Fig 3B). No preference for any bases in an extended GANTC motif beyond a slight preference for C before the GANTC site was found.

The GrcA and CcrM regulons in *B*. *subvibrioides* were compared to identify the core regulatory targets of the GcrA/CcrM system in this organism. There are 56 genes in the CcrM regulon that show >2-fold change, P<0.01 and have a methylation site in the promoter region (Fig 1). 

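The 78 genes of Tables F and G share 42 promoters, taken at the gene itself or at the first gene of its operon. For each of the 78 genes, at least 1 of the peaks that overlapped this promoter held a GANTC site by the count per peak in S4 Data. This includes 33 genes at 8 promoters for which Tables F and G list 0 GANTC sites. When the summit itself had to lie within the promoter window, 39 genes had a peak with a site.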

There are 45 genes in the GcrA regulon that show >2-fold change, P<0.01, have a GcrA binding peak and a methylation site within that peak (Fig 3D). When those datasets were compared, 19 genes were in common (Fig 3C and 3D highlighted and Table H in S1 Text). 

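A peak lay at an end of each of these 19 genes, or for Bresu_2002 at its first gene Bresu_2003, and for each of the 19 genes such a peak held a GANTC site. The strongest peak per gene had a median fold enrichment of 2.23, from 1.21 at Bresu_2914 to 3.62 at Bresu_1987. For 9 of the 19 genes, no peak at the gene or at the first gene of its operon held more than 1 site, and the highest number was 6, at Bresu_2003.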

Given the relationship between GcrA and methylation, this is perhaps less overlap in regulons than expected. For example, in *C*. *crescentus* the 204 genes regulated by GcrA were compared with 78 genes belonging to CcrM regulon (>2-fold change, P<0.01 and presence of GANTC site in promoter) and 33 genes in common (Table I in S1 Text). In *B*. *subvibrioides*, of the 56 presumed direct regulatory targets for CcrM, 37 of them appear to be regulated in a non-GcrA-dependent fashion. A potential explanation is the presence of other methylation dependent regulators in *B*. *subvibrioides*. 

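Of the 42 genes in Table C, which were downregulated in the *ccrM* mutant, 37 (88.1%) had a GcrA peak at an end of the gene or of the first gene of its operon. Of the 14 upregulated genes in Table D, 9 (64.3%) had one, and the difference of 23.8 percentage points was not past the threshold (two-sided Fisher's exact test, p = 0.0998, adjusted p = 0.143). When the summit itself had to lie in the window, 23 of 42 downregulated and 2 of 14 upregulated genes had a peak. Both tables list only genes with a GANTC site in the promoter, so these shares do not stand for genes in general. The 9 upregulated genes include *ctrA* (Bresu_1213), with a peak of 3.36-fold and 8 GANTC sites. For *ctrA*, RT-qPCR in the paper showed a decrease in the *ccrM* mutant, against the rise in RNA-seq. Also among the 9 are Bresu_2417 and Bresu_2418, whose peak lay at the end of Bresu_2417 away from its start. With peaks counted only on the start side where the order of an operon gives it, an alternative chosen after the data were seen, 7 of 14 upregulated genes had a peak, a difference of 38.1 points (Fisher's exact p = 0.00587).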

Of note, 14 direct regulatory targets are upregulated in a *ccrM* mutant and none of them were found in the GcrA regulon, suggesting the presence of a methylation-dependent repressor. There were 26 genes misregulated in the *gcrA* mutant, with GcrA binding peaks and methylation sites in the promoter region, that were not part of the CcrM regulon (Fig 3D). It is possible that GcrA is still able to regulate these genes to a certain extent even if methylation is absent as it is, after all, only a small structural change to the binding site. Of the genes common to both regulons, genes involved in replication and repair were enriched compared to most other functional categories (Fig 3D). Conversely, while GcrA regulated a number of signal transduction genes, almost none of them (except for *cckA*) were found in the CcrM regulon.

### The GcrA regulon in *B*. *subvibrioides* differs from that of the *C*. *crescentus* GcrA regulon

In order to understand how the GcrA regulon has evolved in these bacteria, the GcrA regulon of *B*. *subvibrioides* was compared to that of *C*. *crescentus*. As mentioned in the introduction, there are four different mechanisms by which regulatory circuits may evolve. These mechanisms include changes in the transcription factor itself, promoter remodeling, embedding horizontally acquired genes and transcriptional rewiring. Given that GcrA in *C*. *crescentus* and *B*. *subvibrioides* are 68% identical at the amino acid level and MEME analysis showed that the binding motif of GcrA in *B*. *subvibrioides* is similar to that of *C*. *crescentus* (Fig 3C), it is likely that *B*. *subvibrioides* and *C*. *crescentus* GcrA operate in a similar manner. Additionally, 72% of the *C*. *crescentus* GcrA regulon genes have orthologs in the *B*. *subvibrioides* genome (see below), suggesting that horizontal gene transfer has not had a significant impact on differences between the regulons. The nature of the GcrA activation mechanism also indicates promoter remodeling is not a major factor. The GcrA binding site is essentially palindromic, so reorientation of the site will have little effect on transcriptional activation, and binding sites both upstream and downstream of promoters in *C*. *crescentus* have been found to activate transcription [19], so moderate repositioning of the binding site should not affect transcription substantially. Therefore, if changes are observed between the regulons of the two organisms, this is most likely due to transcriptional rewiring.

Haakonsen *et al*. (2015) used microarrays and ChIP-seq to identify the direct regulatory targets of GcrA in *C*. *crescentus* [19]. In that study, the chromosomal *gcrA* was deleted and a copy of the gene was expressed from an inducible vanillate promoter on the chromosome. The synchronizable NA1000 strain of *C*. *crescentus* was used and *gcrA* was pre-depleted for 30 mins before synchrony. A direct regulatory target of GcrA was defined as a gene with at least 1.75-fold lower expression compared to WT, with a GcrA peak, and at least one GANTC site in its promoter region (-40 bp to 40 bp from the transcriptional start site). Using these criteria, 204 genes were identified as being under the direct regulation of GcrA.

In order to compare the GcrA regulon between *C*. *crescentus* and *B*. *subvibrioides*, criteria similar to those of the Haakonsen *et al*. (2014) *C*. *crescentus* study were used. Because transcriptional start site profiling has not been performed in *B*. *subvibrioides*, the promoter region was defined as -100 to +100 bp from translational start sites. Though the presence of GANTC sites in the promoter region was not used as a criterion in the previous section (see above), it was included as a criterion here to better match the Haakonsen study. Also, to be consistent with the Haakonsen study, a cutoff of at least 1.75-fold lower expression compared to WT was used, and genes with higher expression in the *gcrA* mutant were also omitted.

Out of the 204 genes regulated by GcrA in *C*. *crescentus*, *B*. *subvibrioides* had orthologs for 147 (Fig 4). However, of those 147 genes, only 48 had GcrA peaks with a GANTC site in their promoter region (Fig 4A and 4C (left)). Therefore, without using transcriptional data, nearly two-thirds of the published *C*. *crescentus* GcrA regulon (99 genes) are clearly not part of the *B*. *subvibrioides* GcrA regulon despite being conserved in the genome, suggesting significant transcriptional rewiring has taken place. 

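Table J lists 24 genes of *B*. *subvibrioides*, and 22 of them had a GcrA peak with a GANTC site at either end of the gene itself. The strongest peak per gene had a median fold enrichment of 2.83, from 1.30 at Bresu_0978 to 3.95 at *parC*. The genes without a peak were Bresu_2987, next to *ftsN*, and *cpaC* (Bresu_0641), next to *cpaB*, and both lacked one under each of the 9 combinations of window and threshold tried. Only the windows that reach 200 bp outside the gene could have added a peak, since the other combinations can only remove peaks. When the summit had to lie in the window, 14 of the 24 genes had such a peak.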

Applying a transcriptional change cutoff of P<0.01 reduces the number of common genes to 24 (All genes highlighted in Fig 4 and Table J in S1 Text). Adding a transcriptional change of >1.75 lower expression than WT reduces the number of common genes to 12 (Genes highlighted in blue in Fig 4). Given the important cell-cycle role of GcrA, this is a surprising lack of conservation. While loss of gene content is a contributor to regulon divergence, it appears that the major driving force behind the divergence is transcriptional rewiring, with nearly 100 orthologous genes in *B*. *subvibrioides* lacking GcrA binding sites. Applying the Haakonsen study cut-offs to the *B*. *subvibrioides* data results in 51 genes characterized as regulatory targets of GcrA in that organism. Of those 51 genes, *C*. *crescentus* has orthologs for 32 of them but 20 of them are not GcrA targets in *C*. *crescentus*, suggesting these genes have been transcriptionally rewired at some point. When common genes were analyzed by functional category, they were enriched in genes involved in replication and repair as well as signal transduction (Fig 4C), suggesting these could be core functional targets of GcrA.

**Fig 4:**
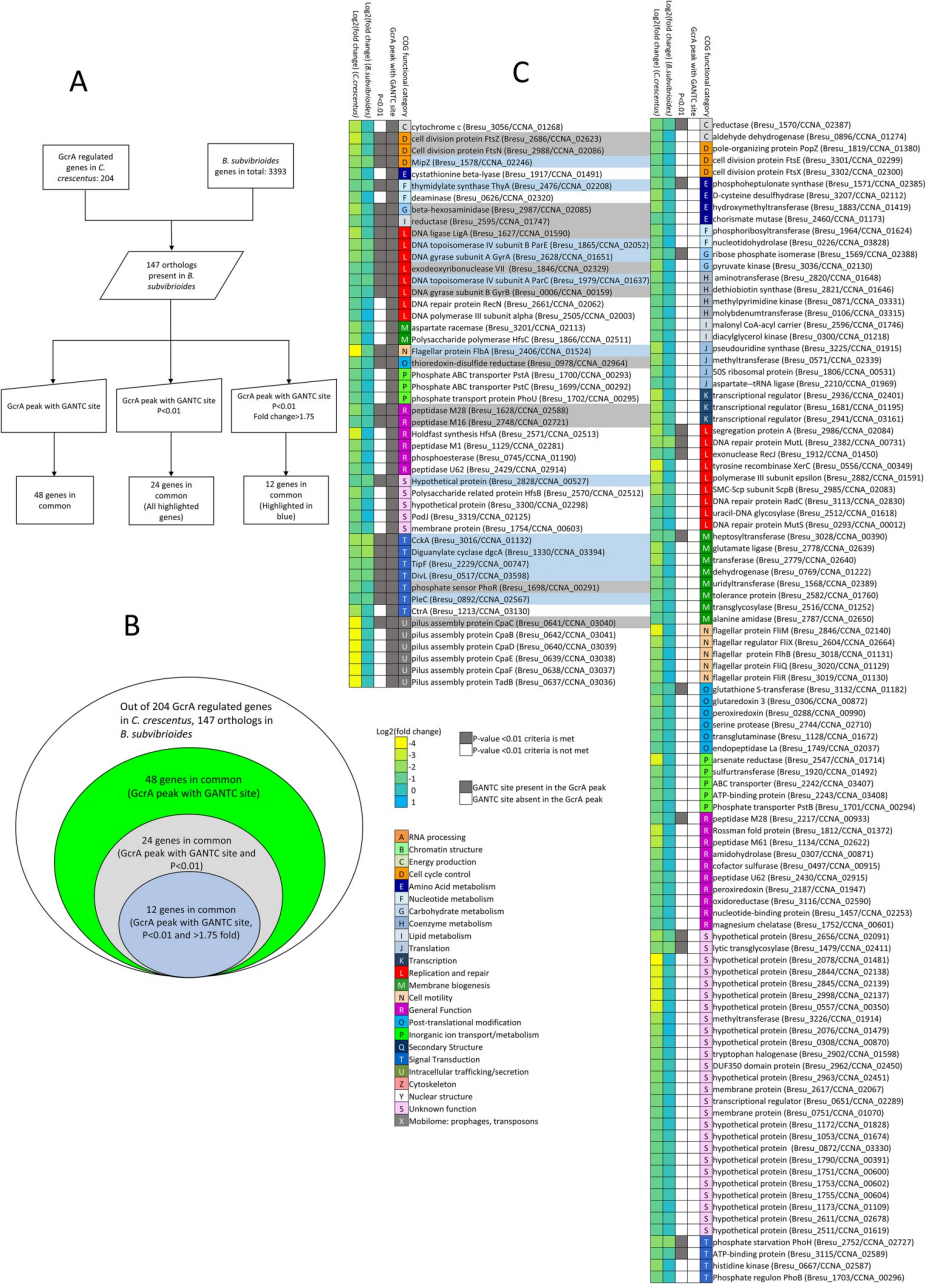
Common genes regulated by GcrA in *B*. *subvibrioides* and *C*. *crescentus*. A) Workflow showing the cutoffs used for defining common genes belonging to GcrA regulon in *B*. *subvibrioides* and *C*. *crescentus*. Out of 204 GcrA regulated genes in *C*. *crescentus*, 147 orthologs found in *B*. *subvibrioides*. Only few genes were in common despite using different cutoffs to define GcrA regulon in *B*. *subvibrioides*. B) Concentric circle diagram showing common genes using different cutoffs. *B*. *subvibrioides* has 147 orthologs to the 204 GcrA targets in *C*. *crescentus*. Of those 147 genes, only 48 had detectable GcrA peaks (obtained from ChIP-seq data) with GANTC sites. Only 24 of those 48 genes had transcriptional changes meeting a P<0.01 cutoff in the *gcrA* mutant (all highlighted genes in Fig 4C), and only 12 of those met the >1.75-fold change transcriptional cutoff (highlighted blue in Fig 4C). C) List showing all 147 *B*. *subvibrioides* genes orthologous to the 204 members of the published *C*. *crescentus* GcrA regulon, sorted by COG functional category. For both left and right, Column 1 and 2 is the heat map showing the magnitude of fold change in log2 scale in *C*. *crescentus gcrA* strain (data obtained from [19]) and *B*. *subvibrioides gcrA* strain respectively. Column 3 shows genes that met P<0.01 criteria or not in *B*. *subvibrioides* (grey—P<0.01 is met, white—P<0.01 is not met). Column 4 shows if those genes have GcrA peaks with GANTC sites within their promoter in *B*. *subvibrioides* (grey—GcrA peak with GANTC site present, white—GcrA peak with GANTC site absent). Genes were clustered by COG functional category (Column 5). Orthologs with GcrA peaks containing a GANTC site are shown in the left and orthologs without GcrA peaks containing a GANTC site are shown in the right. Orthologs with GcrA peak and P<0.01 are highlighted (blue and gray). Orthologs with GcrA peak, P<0.01 and >1.75-fold change are shown in highlighted blue.

### Bioinformatics analysis suggests genes involved in DNA replication, cell division and *ctrA* regulation are activated by GcrA within the order Caulobacterales

The experimental data presented above suggests that GcrA regulons have vastly different regulatory targets in *C*. *crescentus* and *B*. *subvibrioides*. In order to identify core (common) and auxiliary (species-specific) genes regulated by GcrA, a comparative genomics approach was implemented to analyze and compare putative GcrA regulons across different phylogenetic levels of the Alphaproteobacteria. First, potential GcrA regulatory targets were identified and compared in the closely related *Caulobacteraceae* and *Hyphomonadaceae* families that belong to the order Caulobacterales [36]. The analysis included the 23 available complete genomes in these families harboring a GcrA homolog. The presence of GcrA homologs in target genomes was determined via a BLASTP search restricted to the Caulobacterales, using the *B*. *subvibrioides* GcrA protein as query and with limiting e-value of 10^−20^ and query coverage of 75% (S5 Data). For each genome, protein coding genes were analyzed for the presence of at least one instance of the extended GANTC motif (YGAKTCK) within their promoter regions using a PSSM model of the extended GANTC motif. Promoter regions were defined as spanning from -200 bp to +100 bp of the start codon, irrespective of any other annotated features upstream of the start codon. The results of this search for extended GANTC sites across multiple genomes were aggregated for ortholog groups, as determined via reciprocal BLAST searches. As expected, due to their short length, extended GANTC motifs were identified upstream of many genes across all genomes. Hence, the mere presence of an extended GANTC motif instance is not an effective proxy of GcrA regulation. The conservation of these motif instances in the promoter regions of genes belonging to the same ortholog group among different organisms, however, could potentially be indicative of GcrA regulation, since the regulatory effect may be selected for and thus preserved across species. To test this hypothesis, 1,355 ortholog groups with orthologs in at least 20 of the 23 *Caulobacteraceae* and *Hyphomonadaceae* species and presenting one extended GANTC motif (YGAKTCK) instance in at least one of the target genomes were analyzed. Different metrics based on the score, conservation and number of identified extended GANTC sites upstream of genes in putatively regulated ortholog groups were evaluated by assessing their rank correlation with GcrA ChIP-seq enrichment scores for *C*. *crescentus* [19] and *B*. *subvibrioides*. The best correlation (*C*. *crescentus* ρ = 0.29, P<0.001; *B*. *subvibrioides* ρ = 0.25, P<0.001) was obtained for the inter-species average of best extended GANTC instance scores in their promoter region, weighted by the conservation and average number of sites per promoter: $\langle W_{S_{max}}\rangle =\langle s_{max}\rangle \frac{{Sp}_{site}}{{Sp}_{orth}}\langle \left|sites\right|\rangle$. This metric takes into account, for each ortholog group, the average maximum score of extended GANTC sites across species <*s*_*max*_*>*, the pervasiveness of extended GANTC sites across orthologs *Sp*_*site*_/*Sp*_*orth*_, computed as the ratio of the number of species presenting at least one extended GANTC site instances versus the number species encoding the ortholog, and the average number of extended GANTC sites across species *<*|*sites*|*>*. The $\langle W_{S_{max}}\rangle$ score therefore is high for genes presenting residual evidence of GcrA regulation across multiple species, a large average number of sites and a high average site score. High $\langle W_{S_{max}}\rangle$ scores may therefore be achieved by ortholog groups showing homogeneous, moderately high site number and score values, or by the consistent presence of large number of sites or very high scores in a few species that drive up the average values. For each ortholog group, we also assessed the posterior probability of regulation in each species, which combines the PSSM scores of all extended GANTC sites within a promoter region into a formal probability of regulation [37]. The posterior probability of regulation assumes that all sites contribute independently to the regulatory effect of GcrA and, therefore, is a function of the number and quality of the identified sites that does not consider specific location of sites in the promoter architecture.

Ranking ortholog groups using the inter-species average of best extended GANTC instance scores $\langle W_{S_{max}}\rangle$, the top 50 highest scoring genes included 10 of the *B*. *subvibrioides* GcrA regulon members described here, such as *gyrA*, *parC*, *divL*, *cckA* (Fig 5). In addition, *B*. *subvibrioides* orthologs for 30 genes in this set met the criteria defined for either RNA-seq or ChIP assays and include several genes involved in cell-division such as *ftsN* or *ftsZ*. Among the genes not matching RNA-seq criteria are several SOS regulon members (e.g. *ruvC*, *imuA*) and other transcriptional regulators. The Alphaproteobacteria SOS repressor, LexA, targets a degenerate GTTC-N7-GTTC motif [38], which can easily overlap GANTC sites, explaining both their conservation and the lack of apparent regulatory effect due to the quasi-permanent occupancy of these regions by LexA.

**Fig 5:**
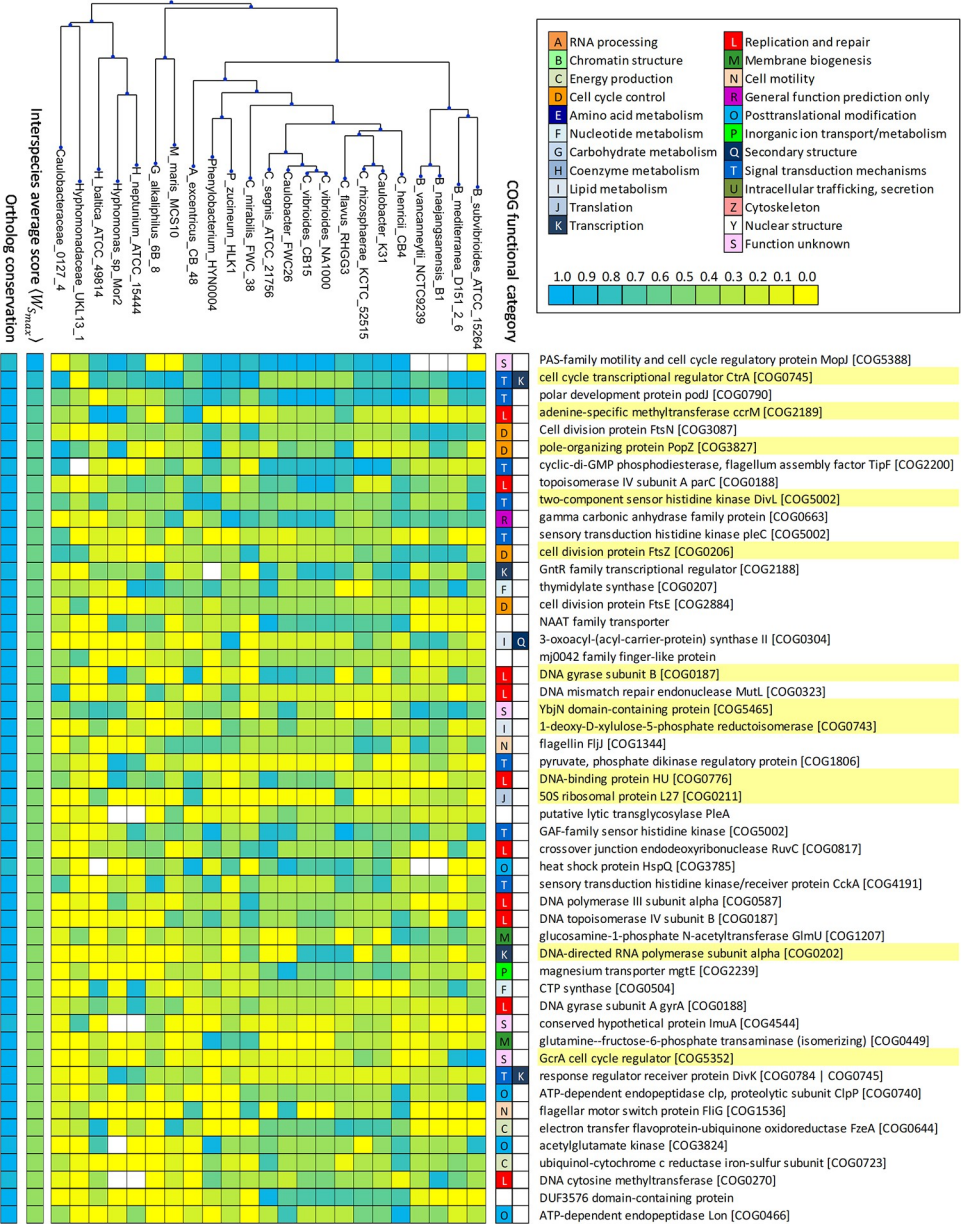
Heatmap showing top 50 ranked highly conserved ortholog groups for *Caulobacteraceae* and *Hyphomonadaceae* families. Each column designates a species, following the order dictated by a phylogenetic tree inferred from a multiple sequence alignment of GcrA homologs. Rows correspond to identified orthologous groups. For each cell, the cyan-yellow scale coloring indicates the posterior probability of regulation of the ortholog in that species (cyan blue—1, yellow—0). White cells indicate absence of the ortholog in that particular species. The left ancillary columns indicate, using the same color scale, the number of orthologs in each ortholog group (lowest value 20 out of 23) and the inter-species average of best extended GANTC instance score $\langle W_{S_{max}}\rangle$, which has been used to rank the ortholog groups. Both values are shown normalized to the (0,1) range. The right ancillary columns indicate the two primary functional categories for the COGs assigned to each ortholog group, the description and identifier of which is shown adjacent. Highlighted descriptions denote ortholog groups also present in Fig 6.

It was remarkable that the 8 *Caulobacter* species showed similar posterior probabilities of regulation for many of the top 50 highest scoring genes, suggesting that the amount of transcriptional rewiring within the *Caulobacter* genus is rather limited. The most phylogenetically distant *Caulobacter* species, *C*. *mirabilis*, despite having a GcrA ortholog, appears to lack substantial evidence of regulation for many of the top 50 highest scoring genes (Fig 5). Among the top 50 highest scoring genes, several genes involved in DNA replication and repair, such as *parC* and *gyrB* were also found to be conserved across all 23 species, with relatively high posterior probability of being regulated by GcrA in most of the species (Fig 5). All these genes are part of GcrA regulon in *C*. *crescentus* and *B*. *subvibrioides*. This suggests that GcrA has a conserved role in regulating DNA replication and repair genes in the Caulobacterales. 

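At *parC* (Bresu_1979), a peak from 1954132 to 1955702 had its summit 18 bp outside the lower end of the gene and held 6 GANTC sites. It ranked 6 of 879 by fold enrichment. At *gyrB* (Bresu_0006), a peak from 6558 to 7003 ended next to the gene, which starts at 7005, and its summit lay 245 bp from the gene. It was enriched 1.42-fold, held 3 GANTC sites and ranked 577.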

Several genes involved in cell division, such *as ftsN*, *ftsZ* and *ftsE* have really interesting patterns possibly attributable to transcriptional rewiring; it seems that *ftsN* and *ftsZ* are most likely to be regulated by GcrA specifically in *Brevundimonas* species (>0.7) and less so in closely related *Caulobacter* species (~0.3) and other Caulobacterales members (Fig 5). For *ftsN*, given the posterior probabilities for all the members of Caulobacterales, this data set seems to suggest that regulation of *ftsN* by GrcA could be newly acquired in the *Brevundimonas* species (Fig 5). This is in contrast to the pattern seen for *ftsE*, which exhibits moderate posterior probabilities (~0.5) for *Caulobacter* species and lower posterior probabilities in almost all other genera (Fig 5). The cell cycle regulator CtrA was identified as conserved in all the species and assigned a high posterior probability of regulation by GcrA in almost all of them (Fig 5). Another gene involved in CtrA regulation, *divL* was found in all the 23 species and likely to be regulated by GcrA in most of them (Fig 5). This gene belongs to GcrA regulon in *C*. *crescentus* and *B*. *subvibrioides* as well. In addition, the *podJ* gene, which is involved in cell differentiation and localizes to the swarmer pole in the predivisional cell, was also found likely to be under GcrA regulation in most of the species analyzed (Fig 5). These findings are consistent with the experimental data for *B*. *subvibrioides* and *C*. *crescentus* and point towards a GcrA regulon in the Caulobacterales comprising DNA replication and repair, cell division as well as signal transduction (particularly CtrA regulation).

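The GcrA peak at *divL* (Bresu_0517, 516356 to 518719) extended from 518313 to 519087. It was enriched 3.42-fold and ranked 27, with 3 GANTC sites and its summit in the gene, 10 bp from the upper end.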

Another bioinformatics analysis was performed with more diverse representation across the Alphaproteobacteria. This analysis included one representative from all of the Alphaproteobacteria orders with available complete or high-quality whole genome shotgun assemblies. Two orders (Magnetococcales & Holosporales) do not have GcrA, and the Minwuiales present a GcrA homolog but did not have any high-quality assemblies that could be used for this analysis. We identified 909 ortholog groups with orthologs in at least 11 of the 13 Alphaproteobacteria species and presenting one extended GANTC motif instance in at least one species were analyzed (S6 Data). Ortholog groups were sorted using the same criteria as in the *Caulobacteraceae/Hyphomonadaceae* analysis and their rank correlation with the *B*. *subvibrioides* GcrA ChIP-Seq dataset (ρ = 0.09, P<0.001) was analyzed. As earlier, a list containing the top 50 highest ranking genes was generated (Fig 6). Among the 13 species analyzed, *Candidatus Pelagibacter ubique* was found to have the least number of conserved orthologs (Fig 6). Even among the conserved orthologs, very few of them presented high probability of regulation by GcrA. For the remaining 12 species, even though the orthologs were conserved in most of them, the posterior probability of regulation for these orthologs varied significantly.

**Fig 6:**
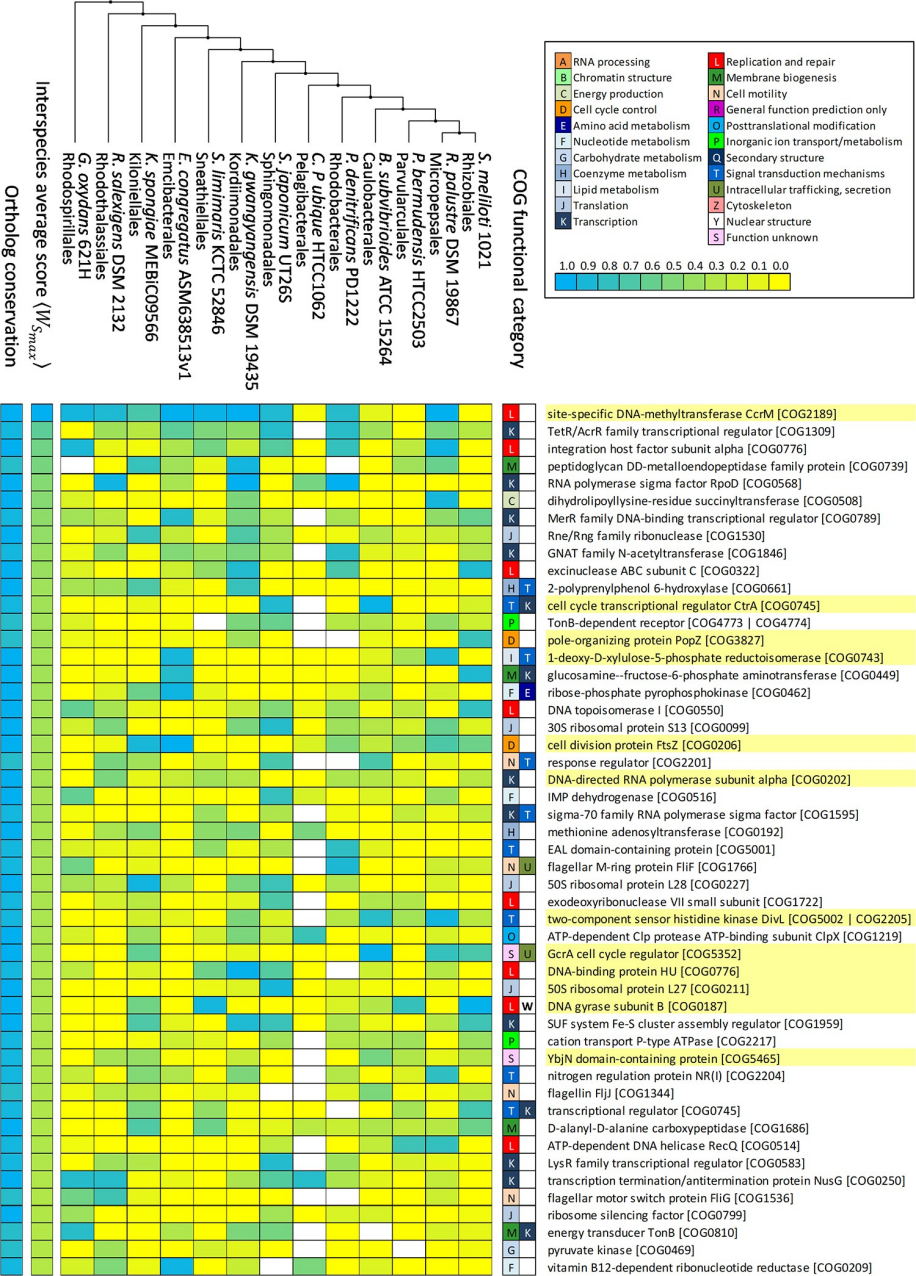
Heatmap showing top 50 ranked highly-conserved ortholog groups for representatives of each Alphaproteobacteria order. Each column designates a species, following the order dictated by a reference cladogram adapted from [44], placing *Emcibacter congregatus* and *Rhizomicrobium palustre* following their reported phylogeny in [45] and [46] respectively. Rows correspond to identified orthologous groups. For each cell, the cyan-yellow scale coloring indicates the posterior probability of regulation of the ortholog in that species (cyan blue—1, yellow—0). White cells indicate absence of the ortholog in that particular species. The left ancillary columns indicate, using the same color scale, the number of orthologs in each ortholog group (lowest value 11 out of 13) and the inter-species average of best extended GANTC instance score $\langle W_{S_{max}}\rangle$, which has been used to rank the ortholog groups. Both values are shown normalized to the (0,1) range. The right ancillary columns indicate the two primary functional categories for the COGs assigned to each ortholog group, the description and identifier of which is shown adjacent. Highlighted descriptions denote ortholog groups also present in Fig 5.

CcrM was found to be conserved in all 13 species, and with relatively high posterior probability of being regulated by GcrA in many of them, suggesting it is a core gene under the regulation of GcrA (Fig 6). However, this regulation seems to be lost in Caulobacterales (*Brevundimonas* and its close relatives specifically the freshwater genera) and its sister group Parvularculales (Figs 5 and 6). Another gene, a TetR/AcrR family regulator (COG 1309), was found to be conserved in 12 of the 13 species (absent in Pelagibacterales), with relatively high posterior probability of being regulated by GcrA in many of them, suggesting that it might also be part of the core GcrA regulon. Regulation of this gene by GcrA seems to be lost in Rhodospirillales and Parvularculales. As expected, the essential cell division gene *ftsZ* was found in all the 13 species and likely to be regulated by GcrA in some of them. CtrA seems to be an auxiliary gene in the GcrA regulon, as orthologs were found in all the species except in *Ca*. *P*. *ubique*, but only regulated by GcrA in Caulobacterales and Sphingomonadales. Interestingly, given the distance between the Caulobacterales and Sphingomonadales, this suggests that different rewiring events led to the uptake of *ctrA* regulation in these clades. Similarly, the DivL protein, which is involved in CtrA regulation, was found in all the species except in for *Ca*. *P*. *ubique* but likely to be regulated by GcrA only in few of them (including Caulobacterales), suggesting it is another auxiliary gene. Another gene, *popZ*, was found in 11 of the 13 species but likely to be regulated by GcrA only in the Rhizobiales, indicating a rewiring event. All in all, these results suggest that genes involved in DNA replication, cell division and *ctrA* regulation are conserved and regulated by GcrA within the order Caulobacterales, but that their conservation and regulation are not universal outside this order. This suggests that transcriptional rewiring of the GcrA regulon extends beyond the Caulobacterales and across the Alphaproteobacteria.

## Discussion

Given the fact that the two bacteria in this study are closely related evolutionarily, have the same dimorphic developmental life cycle, and live in the same freshwater environments [25], it was surprising to find such distinct regulons for critical regulatory systems. This does not appear to be a case where the regulator itself has mutated to recognize a different binding site, as MEME analysis of the *B*. *subvibrioides* data reveals the same basic GcrA binding site as in *C*. *crescentus*. While there has been some loss of gene content, horizontal gene transfer does not appear to be the major driver of regulon divergence. Of the 204 direct regulatory targets for *C*. *crescentus* GcrA, 147 orthologs are present in the *B*. *subvibrioides* genome. However, only 48 orthologs have GcrA binding sites while the remaining 99 orthologs have lost GcrA binding sites. The gain/loss of regulator binding sites for orthologs in different organisms is defined as transcriptional rewiring and appears to be the major driver for divergence between these regulons. Additionally, out of those 48 orthologs, 36 of them have GcrA binding sites but the change in transcription in a *gcrA* mutant did not meet the statistical cutoff used in the published *C*. *crescentus* study. Therefore, even though these genes have GcrA-binding sites, the actual *in vivo* effect of GcrA regulation may be minimal on those genes. This suggests that the number of common functional regulatory targets of GcrA in these two bacterial species is shockingly low given the similarities and relationship between them.

The level of transcriptional rewiring seen here is in sharp contrast to that observed for the AraC regulon of *E*. *coli* and *S*. *enterica* (both belong to the same family *Enterobacteriaceae*), where there was limited transcriptional rewiring [2]. Both *E*. *coli* and *S*. *enterica* belong to the same *Enterobacteriaceae* family and their average estimated divergence time is around 106 MYA, which is comparable to that of *C*. *crescentus* and *B*. *subvibrioides* who also belong to the same family (*Caulobacteraceae*) with average divergence time estimated around 155 MYA [39]. In addition, even though some transcriptional rewiring was found when FNR regulons were compared between the closely related Alphaproteobacteria *R*. *sphaeroides* and *R*. *capsulatus* [3], it was not as extensive as the rewiring seen here for GcrA. The bioinformatic analyses presented here suggest that there is only limited conservation of GcrA regulatory targets within the Caulobacterales, and that more extensive rewiring has taken place at the class level, with only the GcrA-CcrM connection being consistently preserved as a fundamental element. These data suggest that the GcrA/CcrM system may be more prone to transcriptional rewiring than other regulatory systems. If so, it is not clear why. Is it simply a function of size? The GcrA regulon is much larger than previously analyzed regulons; it may be that larger regulons simply demonstrate more variability between organisms. Perhaps it is a result of cellular function. Previously analyzed regulons were typically involved in specific metabolic pathways while GcrA is involved in cell cycle control; it may be that cell cycle control is more prone to rewiring because it is a global process that is used to coordinate multiple activities and each organism has its own unique suite of activities to control. One possibility may be simple probability. GcrA regulation appears to be largely dependent on the presence of a CcrM methylation site (GANTC), which is only a 5 bp sequence. Comparatively, this is much smaller and simpler than other regulator binding sites. Therefore, the probability of a methylation site being created or destroyed through random mutation would be much higher and occur much faster than other regulator binding sites, making the regulon more evolutionary labile.

However, can simple gain or loss of binding sites explain the data presented here? Thus far, the presence of a methylation site appears to be a major determining factor for regulation of a gene by GcrA, but is it the only thing? This study (as well as previous studies) shows that there are many thousands of methylation sites not bound by GcrA, and there are some genes regulated by GcrA that do not have methylation sites. In addition, 36 *B*. *subvibrioides* orthologs to *C*. *crescentus* GcrA targets still have GcrA binding peaks, but the change in expression in the *gcrA* mutant does not meet necessary cutoffs, suggesting there are other factors impacting expression of those genes. In those cases, transcriptional rewiring appears to have occurred in a non-binding-site specific way. One possibility that has yet to be investigated is that of GcrA effectors. There may be other biological molecules (e.g. proteins, small RNAs) that affect GcrA activity, and the gain/loss/misregulation of those could lead to, or appear as, major rewiring events. However, thus far there is no evidence for such molecules. Transcriptional rewiring seen in this system could be the combined result of multiple factors, including gain/loss of methylation sites as well as other unknown effectors. Without knowing what specifically determines a GcrA regulatory target, it is difficult to speculate why this system appears so prone to transcriptional rewiring.

The first indication that the GcrA/CcrM system differed between these two organisms was the finding that *ccrM* is non-essential in *B*. *subvibrioides* when grown in PYE medium [25] while it is essential in *C*. *crescentus* when grown in the same medium [20]. The differences in essentiality in PYE medium might be due to differences in gene expression of essential genes between the two organisms. Nine genes are categorized as essential and also show decreased expression in a *C*. *crescentus ccrM* mutant [23], but only 3 of those genes show similar results in *B*. *subvibrioides*. One potential target is the essential cell division gene *ftsN* which is significantly downregulated (>2-fold lower expression) in a *ccrM* mutant in *C*. *crescentus* but slightly upregulated (>1.56-fold higher expression) in a *B*. *subvibrioides ccrM* mutant. However, it is more likely that the explanation has to do with *ftsZ* expression and growth rate. One of the critical targets of CcrM regulation is *ftsZ*. Growth of *C*. *crescentus ccrM* mutants in PYE medium can be restored by exogenously expressing *ftsZ* [40]. It has also been shown that *C*. *crescentus ccrM* mutants can be cultured without exogenous *ftsZ* expression when the growth is slowed by using a minimal medium [40]. It is likely that slowing growth lengthens out the cell cycle, allowing FtsZ to accumulate to necessary levels despite having greatly decreased expression. While *C*. *crescentus* has a doubling time around 1.5 hrs in PYE medium, *B*. *subvibrioides* has a doubling time of around 6.5 hrs in the same growth medium [25]. Disruption of *ccrM* has no effect on the growth rate of *B*. *subvibrioides* in PYE likely because the organism grows slowly enough in that medium to permit sufficient FtsZ accumulation, even though *ftsZ* expression in that strain is reduced.

The slow growth rate of *B*. *subvibrioides* in PYE may explain the difference in *ccrM* essentiality, but why does *B*. *subvibrioides* grow so much slower than *C*. *crescentus* in the same growth media? The data generated in this study may suggest a hypothesis. In the *C*. *crescentus* predivisional cell stage, chromosome replication is initiated by DnaA which also induces production of GcrA. GcrA regulates many genes involved in chromosome replication as well as initiating cell division, initiating some polar structure biogenesis (pilus and flagellum), and inducing production of CtrA. CtrA completes cell division, completes several polar structure synthesis regimes, and represses further chromosome replication. The data here suggests that many of the polar structure biogenesis genes regulated in *C*. *crescentus* have been transcriptionally rewired. 

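Of the pilus genes that follow each other on the chromosome, *cpaB* (Bresu_0642) had a peak at its upper end, with the summit 36 bp outside the gene, a fold enrichment of 1.72 and 1 GANTC site. No peak lay at either end of *cpaD* (Bresu_0640). A peak of 1.11-fold with 2 GANTC sites, which ranked 859 of 879, overlapped the windows of *cpaE* (Bresu_0639) and *cpaF* (Bresu_0638). A further peak of 1.76-fold with 3 GANTC sites lay at the lower end of *cpaF*.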

Most of the genes belonging to pilus biosynthesis that are regulated by GcrA in *C*. *crescentus* are not regulated by GcrA in *B*. *subvibrioides*, including *cpaB* (>1.17 fold lower expression, P>0.081), *cpaD* (>1.07 fold lower, P>0.6), *cpaE* (>1.003-fold lower, P>0.93), and *cpaF* (>1.01 fold lower expression, P>0.79). Similarly, flagellar genes *flhB*, *pflI*, *fliX*, *fliR*, *fliQ*, *fliM*, that are regulatory targets of GcrA in *C*. *crescentus* are not regulated by GcrA in *B*. *subvibrioides*. 

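No GcrA peak overlapped either end of *flhB* (Bresu_3018), *fliR* (Bresu_3019), *fliQ* (Bresu_3020) or *fliM* (Bresu_2846), and the nearest summits were 1314, 2003, 1718 and 9104 bp from these genes. At the lower end of *fliX* (Bresu_2604), a peak of 1.71-fold with 1 GANTC site had its summit 108 bp outside the gene. Since the direction of transcription was not used, it is open whether this end is the start of *fliX*.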

Polar development genes *popZ* and *podJ*, which are regulated by GcrA in *C*. *crescentus*, were not regulated by GcrA in *B*. *subvibrioides*. 

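The peak at *podJ* (Bresu_3319), from 3430700 to 3431494, ranked second by fold enrichment among all peaks and had the largest pileup, 20537 reads. It held 2 GANTC sites, and its summit lay 75 bp outside the upper end of the gene, which extends from 3428129 to 3431053.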

In the case of *podJ*, even though there was a GcrA peak in its promoter, RNA-seq showed >1.44-fold higher expression in *gcrA* mutant compared to WT. For *popZ*, RNA-seq showed only >1.13-fold lower expression in *gcrA* mutant compared to WT and no GcrA peak was found in the promoter region. Furthermore, none of the genes involved in holdfast biosynthesis were found to be regulated by GcrA in *B*. *subvibrioides* either due to lack of a GcrA peak in the promoter, because they did not meet the cut off of P<0.01, or both. These structures are still clearly made in *B*. *subvibrioides* [25], but the timing and regulation of their synthesis is now in question. 

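No peak overlapped the 100 bp around either end of *popZ* (Bresu_1819, 1806124 to 1806735). The nearest peak, from 1804592 to 1805310, had its summit 1212 bp from the gene, with a fold enrichment of 3.68.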

If *B*. *subvibrioides* rewired some of the processes usually under the control of GcrA to a later regulator, it may be less able to compress its cell cycle into a smaller time frame when nutrients are abundant, which manifests as a different growth rate in the same medium.

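The flagellum positioning genes *flbA* (Bresu_2406), *tipF* (Bresu_2229) and *dgcA* (Bresu_1330) each had a GcrA peak at 1 end. The *flbA* peak ranked 7 of 879, with a fold enrichment of 3.94, 4 GANTC sites and a summit in the gene, 86 bp from its lower end. The *tipF* peak, 42 bp outside the lower end, was enriched 1.58-fold and held 1 site. The *dgcA* peak, 31 bp outside the upper end, was enriched 3.40-fold and also held 1 site.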

While the regulation of many flagellum biosynthesis targets was not conserved between organisms, three genes involved in flagellum positioning were found to be common to both GcrA regulons. Those genes are *flbA*, *tipF* and *dgcA*. In *C*. *crescentus* (and possibly in *B*. *subvibrioides*), *tipF* is a cell cycle regulated gene which is expressed by GcrA in the early predivisional stage [30]. The main function of TipF is to select the flagellum assembly site in the early predivisional stage [31]. TipF localizes to the pole opposite to the stalk [30], and recruits PflI (and later other proteins such as FliF, FliG and FliM) which is required for flagellum positioning [31]. The integration of the flagellum positioning system into the GcrA regulon ensures the positioning system is active prior to flagellum biosynthesis initiated by CtrA. TipF has a C-terminal degenerate EAL domain which can bind to, but not degrade c-di-GMP [30]. In *C*. *crescentus*, TipF levels mirror c-di-GMP levels, and binding of c-di-GMP to TipF activates its recruitment of other flagellum positioning proteins [31]. The c-di-GMP synthesizing gene *dgcA* is also conserved in both regulons. The *dgcA* gene is cell cycle regulated in *C*. *crescentus*, and its expression pattern matches that of *tipF*. It is interesting to note that GcrA regulates *dgcA* but no other c-di-GMP metabolizing enzymes, including the more well-known *C*. *crescentus* enzymes *dgcB*, *pdeA* or *pleD*. It is tempting to speculate that the co-regulation of *tipF* and *dgcA* by GcrA in both organisms indicates they have a functional relationship in the cell. Perhaps the regulation of these genes by GcrA may offer an avenue into the exploration of their function.

One caveat of this study is the fact that the GcrA regulon in *C*. *crescentus* was identified using synchronized cells [19] whereas mixed cell populations of *B*. *subvibrioides* were used because there is no synchronizable strain of *B*. *subvibrioides*. However, re-analysis of the data using relaxed cutoffs did not significantly improve the common set of GcrA-regulated genes between both organisms. Additionally, a different study (Holtzendorff *et al*. (2004)) using mixed cell populations of *C*. *crescentus* and microarrays found 125 genes that were misregulated in *gcrA* compared to WT (P<0.05) [11]. When those 125 misregulated genes from Holtzendorff *et al*. (2004) (unsynchronized *C*. *crescentus* cells) were compared to the misregulated genes from Haakonsen *et al*. (2015) (synchronized *C*. *crescentus* cells) study, 80 genes were in common. When those 125 genes from Holtzendorff *et al*. (2004) were compared with the 131 genes identified in this study only 5 genes were common between both these datasets (Table K in S1 Text). This suggests that the differences in approach did not have a significant impact on regulon comparison and increases the validity of the conclusions of this study.

The model proposed by Haakonsen *et al*. (2015) suggests that GcrA interacts with the housekeeping sigma factor (σ^70^) in the RNA polymerase holoenzyme first and then is recruited to promoters. However, it was also proposed GcrA does not activate all the promoters it binds to, only those that have methylated promoters with the extended motif of YGAKTCG. The RNA-seq and ChIP-seq data from *B*. *subvibrioides* reported here suggests some small but notable disagreements with the *C*. *crescentus* model. ChIP-seq data showed that *B*. *subvibrioides* GcrA bound to intergenic regions of several hundred different genes, but only increased transcription of a small subset of those genes. However, MEME analysis of those promoters did not result in the detection of an extended motif like in *C*. *crescentus*, just the basic CcrM methylation motif with a small preference for C before the G. If this is true, it is not clear how GcrA distinguishes between promoters that it activates and those it just binds to without activation. Also, some genes were misregulated in *gcrA* mutants and a GcrA peak was also detected in their respective promoter regions, but no methylation site was found in those GcrA peaks. This suggests that GcrA is able to regulate expression of a small number of genes in a methylation-independent manner. This deviates from the proposed *C*. *crescentus* model, though it should be noted that GcrA binding to sequences that do not have methylated GANTC sites has been reported in *C*. *crescentus* as well [18,19].

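At the ends of 1247 of 3331 protein-coding genes (37.4%), a GcrA peak overlapped the 100 bp on either side. For 454 genes (13.6%), the summit itself lay in such a window, and for 237 genes (7.11%) it lay in the window and outside every annotated gene. Because both ends of a gene count, these numbers are upper limits for peaks at gene starts.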

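Tables F and G list 0 GANTC sites for 33 genes at 8 promoters, and the count per peak in S4 Data gives at least 1 site in the promoter peak of each. The promoter of Bresu_0084, which serves 26 of the 33 genes, has its peak from 85499 to 86214 with 1 site. The peaks at Bresu_0053, Bresu_1868, Bresu_2752, Bresu_2918, Bresu_1376 (the first gene for Bresu_1380), Bresu_0471 and Bresu_0759 held 3, 2, 4, 2, 3, 2 and 3 sites, with fold enrichments from 1.13 at Bresu_0471 to 3.99 at Bresu_1376. For 7 of the 8 promoters, the notes in these tables give the distance of a site from the start codon. Measured from the end of the gene that places it inside the peak, this site lay within 50 bp of the summit at Bresu_1868 (1 bp), Bresu_2918 (3 bp), Bresu_0084 (12 bp) and Bresu_1376 (20 bp), and farther away at Bresu_2752 (66 bp), Bresu_0759 (103 bp) and Bresu_0471 (432 bp). The note for Bresu_1868 gives a negative distance downstream. If the minus sign is read as upstream, the site falls in the peak at the other end of the gene, 161 bp from its summit.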

The data presented in this study suggest that despite being closely related and living in the same habitat, CcrM methylation and GcrA regulate surprisingly different genes in *C*. *crescentus* and *B*. *subvibrioides*. Genes involved in DNA replication, cell division, and regulation of CtrA were common regulatory targets in both these organisms, and bioinformatics analysis suggests these may be common targets in the larger Alphaproteobacteria group, though conservation outside the Caulobacterales is more variable. Further testing in different and more varied organisms is needed to determine how the GcrA/CcrM system is customized to each organism and its own particular physiology.

## Materials and methods

### Bacterial strains and growth conditions

All strains and plasmids used in this study are listed in Table A in S1 Text. *B*. *subvibrioides* Δ*gcrA* and *ccrM*::pNPTS139 were previously constructed [25]. All *B*. *subvibrioides* strains were grown in PYE medium (2 g l^−1^ peptone, 1 g l^−1^ yeast extract, 0.3 g l^−1^ MgSO_4_.7H_2_O, 0.0735 g l^−1^ CaCl_2_.2H_2_O) at 30°C. Kanamycin was supplemented at 20 μg ml^-1^ and tetracycline was supplemented at 2 μg ml^-1^ when necessary. *Escherichia coli* strains were grown in LB media (10 g l^−1^ tryptone, 5 g l^−1^ yeast extract, 10 g l^−1^ NaCl) at 37°C. Kanamycin was supplemented at 50 μg ml^−1^ and tetracycline was supplemented at 12 μg ml^-1^ when necessary.

### Strain construction

For GcrA purification, the coding region of *gcrA* was amplified using primers GcrAhisF and GcrAhisR (see Table B in S1 Text), digested using NdeI and EcoRI, and cloned into pET28a (Millipore) to create pSA100, which created a construct where GcrA was given a N-terminal 6X his-tag. This plasmid was introduced into *E*. *coli* Bl21 (DE3) by electroporation.

The plasmid for replacing the CtrA binding site in *sciP* promoter (Bresu_1445) was constructed by amplification of two fragments. The first fragment was amplified using Upbresu1445F and Upbresu1445R (see Table B in S1 Text). The reverse primer (Upbresu1445R) was synthesized in such a way that one of CtrA half binding site (TAAA) was replaced to GGCC. The second fragment was amplified using primers Dnbresu1445F and Dnbresu1445R). The forward primer (Dnbresu1445F) was synthesized with another CtrA half site (TTAG) replaced to GGCC. Both these fragments were cloned into pNPTS138 (M.R.K. Alley, unpublished) using Gibson Assembly (New England Biolabs) to produce pSA400. The end result was a construct where both half-sites of the CtrA binding site were mutated, centered in ~1500 bp of otherwise homologous sequence. This plasmid was electroporated into WT and *gcrA* strains and plated into PYE + kanamycin plates. Kanamycin resistance colonies were grown in the absence of selection, then plated on PYE plates containing 3% sucrose. Sucrose resistant colonies were screened for the replacement of the *ctrA* binding site in *sciP* promoter by DNA sequencing using primers Conf1445F and Conf1445R. This resulted in two strains: P_sciP-no ctrA_ and *gcrA* + P_sciP-no ctrA_.

### Single molecule real time (SMRT) sequencing

Genomic DNA was extracted from exponentially growing wild-type and *ccrM*::pNPTS139 *B*. *subvibrioides* strains once using the DNeasy Blood & Tissue Kit (Qiagen) as described in the manual. The concentration of genomic DNA was measured using a Thermo Nanodrop 2000 (Thermo Scientific). The samples were then sent for SMRTbell library preparation followed by sequencing using a Pacbio RS II instrument at the Arizona Genomics Institute, University of Arizona. De novo assembly was performed using BLASR. SMRT Portal was used for data analysis. For motif analysis, a default Quality Value (QV) (defined as an estimate for accuracy of basecall during sequencing) of 30 was used which corresponds to 99.9% accuracy. To identify adenine methylation, Interpulse duration (IPD) ratio was used. IPD is a time duration for a polymerase to incorporate successive nucleotides. If there is a presence of a methylated base during incorporation, then the IPD value increases compared to a control that lacks methylated base (in silico control) at the same site. IPD ratio <1 was treated as unmethylated adenine and IPD ratio > 1 was treated as methylated adenine.

### RNA sequencing and data analysis

Total RNA from mid log stage cells was extracted using Max Bacterial Enhancement Reagent (Ambion) with TRIzol reagent (Ambion) and PureLink RNA Mini Kit (Invitrogen). All RNA samples were extracted from cultures grown independently in triplicates. The concentration was measured using a Nanodrop 2000 and sent for sequencing at the Center for Genomics and Bioinformatics at Indiana University, Bloomington. RNA integrity was assessed by an Agilent 2100 Bioanalyzer (Agilent Technologies). Messenger RNA enrichment was done by removing rRNA using MICROBExpress rRNA removal kit (Ambion). Before library preparation, cDNA was synthesized complementary to mRNA using random primers and Reverse Transcriptase. Second strands complementary to newly synthesized strands were synthesized, creating a double stranded DNA from the mRNA template. This DNA was used for library preparation using Nextera XT DNA Library Prep Kit (Illumina) followed by Illumina sequencing and analysis. After sequencing, raw reads were viewed by FASTQC, followed by adapter trimming and quality clipping by Trimmomatic and low-quality reads were discarded. Good quality reads were mapped to *B*. *subvibrioides* genome using Bowtie2. Differential gene expression analysis was performed using DEseq2 package.

### GcrA purification and antibody production

GcrA expression, cell lysis and purification were performed by following the QIAexpressionist manual (Qiagen). Briefly, 500 ml of culture was grown to mid log stage and GcrA production was induced by addition of IPTG to a final concentration of 0.4 mM. Cells were induced for 4–5 hours at 37°C (200 rpm), collected by centrifugation (4000 x g, 20 mins, 4°C), and cells were resuspended in lysis buffer (50 mM NaH_2_PO_4_, 300 mM NaCl, 10 mM imidazole, pH 8.0). Lysozyme (Thermo Scientific) was added to a final concentration of 1 mg/ml and the solution was incubated on ice for 30 min followed by sonication (amplitude 50%, total duration 2 mins with 30s cooling time) and centrifugation (10000 x g, 20 mins, 4°C). The supernatant was collected, 1 ml of 50% Ni-NTA slurry was added to 4 ml of cleared lysate and mixed gently for 1 hour at 4°C, followed by loading into a column. The column was washed with 4 ml of wash buffer (50 mM NaH_2_PO_4_, 300 mM NaCl, 20 mM imidazole, pH 8.0) twice and the protein was eluted four times using 0.5 ml elution buffer (50 mM NaH_2_PO_4_, 300 mM NaCl, 250 mM imidazole, pH 8.0). The protein size was verified by SDS PAGE. To further purify GcrA, gel filtration was utilized. Chromatography resin (Superdex 75 Prep Grade, GE) was pre-equilibrated with running/storage buffer (50 mM Tris-HCl (pH 8.5), 200 mM NaCl, 5% glycerol) in a 30 cm column. GcrA containing protein fractions were added on the top of the column and eluted with running buffer (50 mM Tris-HCl (pH 8.5), 200 mM NaCl, 5% glycerol). Eluted samples were collected and verified by SDS PAGE. GcrA was concentrated using 10 kDa Centrifugal Filter Units (Micron-10, Millipore). The concentration of GcrA was measured by Pierce BCA protein assay kit (Thermo scientific). Purified GcrA was used to produce rabbit anti-GcrA polyclonal antibodies (Thermo Fisher). The specificity of antibody was verified by Western blot where a single band of correct size (~ 18kDa) was detected in whole cell lysate of WT and absent in *gcrA* mutant strain.

### Chromatin Immunoprecipitation (ChIP) sequencing and data analysis

ChIP was performed as previously described [18,19]. Wild-type cells were grown in triplicates to mid-log stage and molecular crosslinking was performed by adding 10 mM sodium phosphate (pH 7.6) and 1% formaldehyde at room temperature for 10 min, followed by incubation on ice for 30 min. Crosslinking was stopped by adding glycine to final concentration of 100 mM and incubated for 5 mins at room temperature followed by 15 min on ice. Cells were centrifuged at 5000 x g at 4°C for 5 mins. The supernatant was removed, and cells were resuspended in 1 ml of 1X phosphate buffered saline (PBS, pH 7.4). This step was repeated 2 more time and cells were finally resuspended in 500 μL of TES buffer (10 mM Tris-HCl (pH 7.5), 1 mM EDTA, 100 mM NaCl) to which 2 μL of 20,000 U/μL lysozyme was added and the solution was then incubated for 15 min at room temperature. ChIP buffer (16.7 mM Tris-HCl (pH 8.1), 167 mM NaCl, 1.1% Triton X-100, 1.2 mM EDTA) containing Protease inhibitors (Roche cOmplete EDTA-free tablets) solution (prepared as per manufacture’s instruction) was prepared and 500 μL was added. After incubating for 10 mins at 37°C, the lysates were sonicated on ice to generate DNA fragments of 0.3–0.5 kbp (assessed by agarose gel electrophoresis) followed by centrifugation at 14000 x g for 5 mins at 4°C. Supernatant was collected and the protein concentration in the supernatant was measured by Pierce BCA protein assay kit (Thermo Scientific). A protein solution containing 500 μg was diluted to a final volume of 1 mL using ChIP buffer (containing protease inhibitor) with 0.01% SDS, and pre-cleared with 80 μL of Protein-A agarose (Invitrogen) (pre-blocked with 100 μg bovine serum albumin (BSA) overnight) for 1 hr at 4°C in a shaking platform. After centrifugation (3000 x g, 1 min), supernatant was collected and 10% of the supernatant was stored at -80 °C and used as total chromatin input DNA. Anti-GcrA sera (1:500 dilution) was added to the remaining supernatant with 80 μl of Protein-A agarose (Invitrogen) (pre-blocked with 100 μg BSA overnight) and incubated at 4°C overnight. The pellet was washed with low salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 150 mM NaCl) followed by centrifugation (5000 x g, 2 mins) at 4°C and the supernatant was discarded. This washing step was repeated with high salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 500 mM NaCl), LiCl wash buffer (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl (pH 8.1)) and finally twice with TE buffer (10 mM Tris-HCl (pH 8.1),1 mM EDTA). Elution was performed twice from the beads with 250 μL of freshly prepared elution buffer (1% SDS, 0.1 M NaHCO_3_) followed by addition of NaCl to a final concentration of 300 mM as well as 2 μl of RNase A (10mg/ml) (Thermo scientific). Reverse crosslinking was done overnight by incubating at 65 °C. Samples were then incubated at 45 °C for 2 hr with 5 μL of Proteinase-K (20 mg/ml) in the presence of 40 mM EDTA (pH 8.0) and 40 mM Tris-HCl (pH 6.8). Phenol:chloroform:isoamyl alcohol (25,24:1) was used for DNA extraction which was followed by addition of 1/10 volume of 3M sodium acetate (pH 5.2), 100 μg glycogen and 1 volume of cold isopropanol. The solution was stored at -20°C overnight. Next day, centrifugation (16000 x g, 30 min) was done to pellet glycogen containing DNA and washed with 75% ethanol followed by centrifugation (16000 x g, 2 min) twice and finally resuspended in 100 μl of TE buffer (pH 8.0). Enrichment of DNA was verified by qPCR and sent for Illumina sequencing at The Biodesign Institute, Arizona State University.

The raw Illumina 2x75bp pair-end reads were quality checked using FastQC v0.10.1, followed by adapter trimming and quality clipping by Trimmomatic 0.35. Any reads with start, end or the average quality within 4 bp windows falling below quality scores 18 were trimmed. The clean reads were aligned to the reference genome *Brevundimonas subvibrioides* ATCC 15264 by Bowtie2 version 2.2.9. Library insert size was checked by Picard Tool (https://broadinstitute.github.io/picard/). Library complexity was checked by NRF (nonredundancy fraction), defined as the number of unique start positions of uniquely mappable reads divided by number of uniquely mappable reads. IGVtools and bamCompare from deepTools were employed for comparing two BAM files based on the number of mapped reads. First the genome is partitioned into bins of equal size and then the number of reads in each bin is counted. The log2 value for the ratio of number of reads per bin of each sample was reported for IGV visualization and compared between each pair. With 95% correlation, three biological replicates were combined for peak identification. MACS2 was used for peaks calling with 0.05 FDR cutoff.

### RT-qPCR

Total RNA from strains WT, WT P_sciP-no ctrA_, *gcrA*, and *gcrA* P_sciP-no ctrA_ grown to mid log stage was extracted using Max Bacterial Enhancement Reagent (Ambion) with TRIzol reagent (Ambion) and PureLink RNA Mini Kit (Invitrogen). All RNA samples were extracted from cultures grown independently in triplicates. RNA concentration was measured, and equal amount of total RNA was treated with 10 μl DNase I (Thermo) for 30 min at 37°C. DNase was inactivated by addition of EDTA and incubation at 65°C for 10 min. cDNA synthesis was done using Quantitect Reverse Transcription Kit (Qiagen). Real time PCR was performed using SciP primers (qpcrsciPF and qpcrsciPR, see Table B in S1 Text for sequences) in a Rotor Gene Q (Qiagen) using Quantitect SYBR Green kit (Qiagen). The Ct values were normalized using reference gene (Bresu_2921refF and Bresu_2921refR primers) and 2^−ΔΔCT^ method was used for calculation of relative *sciP* expression level.

For validation of RNA seq data, expression levels of 10 genes that showed differential expression in the *ccrM* dataset (S1 Fig (Bottom)) were analyzed by RT-qPCR using RNA extraction, cDNA synthesis, and data analysis as described above. Another set of 10 genes that showed differential expression in the *gcrA* dataset were also analyzed in the same fashion (S1 Fig (Top)).

### Bioinformatics methods

Comparative genomics analyses were performed with CGB, a bioinformatics pipeline that integrates all the necessary steps for assessing the conservation of regulatory sites upstream of orthologs [41,42]. Given one or more collections of known binding sites for a transcription factor, CGB downloads target genomes, predicts operons and scans the upstream regions of operon lead genes for transcription factor-binding site instances. It then predicts orthologs across all analyzed genomes and infers the posterior probability of regulation based on the presence of transcription factor-binding sites upstream of each operon. Genome sequences for all the Alphaproteobacteria species analyzed here were obtained from the NCBI RefSeq database. Extended GANTC motifs were obtained for *C*. *crescentus* [19] and *B*. *subvibrioides* (this work), and combined as a mixture model to approximate the extended GANTC motif in target Alphaproteobacteria species. Extended GANTC motif instances were considered statistically significant when the PSSM score threshold satisfied the equality between the negative logarithm of the false positive rate (FPR) and the information content (IC) of the motif [43]. Spearman rank correlations and permutation tests to assess the correlation between average GANTC site scores and ChIP-seq enrichment were performed with custom Python scripts.

### Accession numbers

RNA-seq and ChIP-seq data have been deposited at the Gene Expression Omnibus (GEO) under accession numbers GSE138844 (RNA-seq) and GSE138845 (ChIP-seq).

## Supporting information

S1 Data List of all the motifs detected by SMRT sequencing in WT and *ccrM* mutant. For GANTC motifs, the fully methylated, hemi-methylated and unmethylated sites along with their IPD ratio are also shown.
(XLSX) Click here for additional data file.

S2 Data List of genes that were found misregulated in *ccrM* mutant compared to WT (P<0.01 and >2-fold). (XLSX) Click here for additional data file.

S3 Data List of genes that were found misregulated in *gcrA* mutant compared to WT (P<0.01 and >2-fold). (XLSX) Click here for additional data file.

S4 Data List of total GcrA peaks detected by ChIP-seq. (XLSX) Click here for additional data file.

S5 Data Bioinformatics analysis for GcrA regulon across the order Caulobacterales. (XLSX) Click here for additional data file.

S6 Data Bioinformatics analysis for GcrA regulon across Alphaproteobacteria. (XLSX) Click here for additional data file.

S1 Text List of strains, plasmids, primers used in the study. This is file also includes other data discussed in the main text.
(DOCX) Click here for additional data file.

S1 Fig Validation of RNA seq data with RT-qPCR. In order to confirm our RNA-seq data, 10 genes each that were misexpressed in *gcrA* mutant (top) or *ccrM* mutant (bottom) were taken and RT-qPCR was performed in triplicates which are consisted in direction and amplitude except for Bresu_1213 (*ctrA*) in *ccrM*. Blue bars show log fold change expression obtained from RT-qPCR and red bars show log fold change expression obtained from RNA-seq data, error bars show standard deviation. The expression of two genes: Bresu_1037 and Bresu_2926 did not change in *gcrA* or *ccrM* compared to WT in both RNA-seq and RT-qPCR and were taken as reference genes.
(TIFF) Click here for additional data file.

S2 Fig GcrA binding sites in the *B*. *subvibrioides sciP* promoter region are not sufficient for transcription. A) Comparison of *sciP* promoter regions between *C*. *crescentus* and B. *subvibrioides*. In *C*. *crescentus*, *sciP* is expressed by the binding of CtrA which is located in the promoter region. In *B*. *subvibrioides*, in addition to the CtrA binding sites, two GANTC methylation sites (shown by asterisk) are present (located at -71bp and +144bp from the start codon) and ChIP-seq data shows that GcrA binds to the GANTC site located at -71bp form start codon (shown in histograms). B) GcrA does not appear to be involved in activation of *sciP* in *B*. *subvibrioides*. The CtrA binding site of in the *sciP* promoter was mutated to GGCC-N7-GGCC (P_*sciP-no ctrA*_), in the wild-type and *gcrA* strains. RT-qPCR was performed (in triplicates, error bars show standard deviation) to quantify expression, with expression levels normalized to wild-type. Mutation of the CtrA binding site caused a dramatic loss of *sciP* expression, indicating that GcrA alone is not sufficient to induce *sciP*.
(TIFF) Click here for additional data file.

# Supplementary material for: Transcriptional rewiring of the GcrA/CcrM bacterial epigenetic regulatory system in closely related bacteria
**Source:** PLoS Genet. 2021 Mar 11;17(3):e1009433. doi: 10.1371/journal.pgen.1009433
**Supplement:** S1 Text — This is file also includes other data discussed in the main text.

**Table A: List of strains and plasmids used in this study**

| **Strain** | **Characteristics** | **Source** |
| --- | --- | --- |
| DH5alpha | General cloning strain | Bioline |
| BL21 λDE3 | Strain for protein expression and purification | Novagen |
| PC0217 | pSA100 in BL21 λDE3 | This study |
| PC0273 | pSA400 in DH5alpha | This study |
| *B. subvibroides* |  |  |
| ATCC15264 | Wild-type | ATCC |
| PC0008 | ATCC15264 Δ*gcrA* | Curtis & Brun (2014) |
| PC0021 | ATCC15264 *ccrM*::pNPTS139 | Curtis & Brun (2014) |
| PC0274 | pSA400 in WT to create WT P_sciP-no ctrA_ | This study |
| PC0275 | pSA400 in Δ*gcrA* to create Δ*gcrA* P_sciP-no ctrA_ | This study |
| **Plasmids** | **Characteristics** | **Source** |
| pNPTS138 | Kan^R^, Suc^S^ | M.R.K. Alley, unpublished |
| pET28a | Expression vector with 6X-his tag | Millipore |
| plac290 | lacZ transcriptional fusion vector for ß-galactosidase assay | Gober and Shapiro (1992) |
| pSA100 | pET28a-GcrA-6Xhis tag | This study |
| pSA400 | pNPTS138+ upbresu1445+dnbresu1445for replacing *ctrA* binding site in *sciP* promoter | This study |

**Table B: Oligonucleotides used in this study**

| Primer | Sequence |
| --- | --- |
| GcrAhisF | CGACATATGACCGCAGGCTGGACCGAAG |
| GcrAhisR | GCCGAATTCCTAGATGTAACGCCGCAGG |
| Upbresu1445F | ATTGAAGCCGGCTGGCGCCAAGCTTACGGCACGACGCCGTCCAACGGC |
| Upbresu1445R | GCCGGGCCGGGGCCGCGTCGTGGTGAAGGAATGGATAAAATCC |
| Dnbresu1445F | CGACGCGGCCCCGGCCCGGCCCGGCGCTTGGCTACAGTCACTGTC |
| Dnbresu1445R | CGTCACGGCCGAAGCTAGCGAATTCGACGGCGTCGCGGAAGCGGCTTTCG |
| RTPCRsciPF | CGCTGGGTGATCCGTCGCAAG |
| RTPCRsciPR | GTTCTGGATGCGCGTGGTGCG |
| Bresu_2921refF | CCGACCTGACGGGTTTGGAAGG |
| Bresu_2921refR | CGCCAAGGATGACCCGGTGAG |
| Conf1445F | GCTGATCGCCAAGTAACGCAGCG |
| Conf1445R | GGGACGATTTCGAGGCCGGAC |

**Table C: List of downregulated genes with at least one GANTC site in their promoter in *ccrM* mutant compared to WT in *B. subvibrioides***

| **New Locus Tag** | **Old Locus Tag** | **Description** | **GANTC sites** | **Distance from nearest site (up to 200 bp)** | **Part of operon** | **First gene of operon** |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |
| BRESU_RS01200 | Bresu_0240 | response regulator | 1 | 130 | Yes | Yes |
| BRESU_RS01205 | Bresu_0241 | hypothetical protein | 1 | 130 | Yes | BRESU_RS01200 |
| BRESU_RS03340 | Bresu_0668 | hypothetical protein | 1 | 16 | No |  |
| BRESU_RS04200 | Bresu_0843 | hybrid sensor histidine kinase/response regulator | 2 | 47 | No |  |
| BRESU_RS04250 | Bresu_0853 | flagellar motor protein MotB | 1 | 157 | No |  |
| BRESU_RS04745 | Bresu_0953 | extensin | 1 | 15 | No |  |
| BRESU_RS04825 | Bresu_0969 | cell wall hydrolase | 2 | 154 | No |  |
| BRESU_RS05470 | Bresu_1100 | HNH endonuclease | 1 | 85 | No |  |
| BRESU_RS06525 | Bresu_1318 | hypothetical protein | 2 | 30 | Yes | BRESU_RS06530 |
| BRESU_RS06530 | Bresu_1319 | adenylosuccinate lyase | 2 | 30 | Yes | Yes |
| BRESU_RS06755 | Bresu_1366 | hypothetical protein | 1 | 39 | No |  |
| BRESU_RS08130 | Bresu_1647 | limonene-1,2-epoxide hydrolase | 1 | 39 | No |  |
| BRESU_RS08625 | Bresu_1743 | ClpP | 5 | 13 | No |  |
| BRESU_RS08815 | Bresu_1779 | spermidine synthase | 1 | 55 | No |  |
| BRESU_RS09235 | Bresu_1865 | DNA topoisomerase IV subunit B | 2 | 29 | Yes | BRESU_RS09240 |
| BRESU_RS09420 | Bresu_1901 | membrane protein | 1 | 53 | Yes | BRESU_RS09425 |
| BRESU_RS09865 | Bresu_1987 | hypothetical protein | 1 | 9 | No |  |
| BRESU_RS09945 | Bresu_2002 | hypothetical protein | 4 | 20 | Yes | BRESU_RS09950 |
| BRESU_RS09950 | Bresu_2003 | hypothetical protein | 4 | 20 | Yes | Yes |
| BRESU_RS10085 | Bresu_2033 | DNA-cytosine methyltransferase | 1 | 82 | Yes | BRESU_RS10090 |
| BRESU_RS10115 | Bresu_2039 | hypothetical protein | 2 | 83 | No |  |
| BRESU_RS11535 | Bresu_2323 | hypothetical protein | 1 | 125 | No |  |
| BRESU_RS11700 | Bresu_2357 | colicin V production protein CvpA | 2 | 45 | No |  |
| BRESU_RS11765 | Bresu_2369 | MFS transporter | 1 | 24 | Yes | Yes |
| BRESU_RS11830 | Bresu_2382 | DNA mismatch repair protein MutL | 1 | 104 | No |  |
| BRESU_RS12010 | Bresu_2416 | MarR family transcriptional regulator | 1 | 46 | No |  |
| BRESU_RS12240 | Bresu_2462 | amino acid permease | 1 | 33 | Yes | Yes |
| BRESU_RS12785 | Bresu_2568 | cytochrome b | 2 | 16 | Yes | Yes |
| BRESU_RS12795 | Bresu_2570 | hypothetical protein | 1 | 6 | No |  |
| BRESU_RS13080 | Bresu_2627 | class IV aminotransferase | 2 | 89 | Yes | BRESU_RS13085 |
| BRESU_RS13085 | Bresu_2628 | DNA gyrase subunit A | 2 | 89 | Yes | Yes |
| BRESU_RS14540 | Bresu_2914 | hypothetical protein | 1 | 42 | No |  |
| BRESU_RS14550 | Bresu_2918 | hypothetical protein | 1 | 145 | No |  |
| BRESU_RS14665 | Bresu_2934 | MFS transporter | 1 | 23 | No |  |
| BRESU_RS14750 | Bresu_2951 | dihydroxy-acid dehydratase | 1 | 184 | No |  |
| BRESU_RS14785 | Bresu_2958 | hypothetical protein | 3 | 10 | No |  |
| BRESU_RS14835 | Bresu_2968 | hypothetical protein | 2 | 7 | Yes | BRESU_RS14850 |
| BRESU_RS14950 | Bresu_2992 | flagellar hook-basal body protein FliE | 1 | 36 | Yes | BRESU_RS14960 |
| BRESU_RS14970 | Bresu_2996 | flagellar biosynthetic protein FliP | 1 | 140 | Yes | BRESU_RS14965 |
| BRESU_RS15075 | Bresu_3016 | CckA | 1 | 19 | No |  |
| BRESU_RS15155 | Bresu_3032 | DNA-3-methyladenine glycosylase | 1 | 11 | No |  |
| BRESU_RS15855 | Bresu_3174 | thiol reductase thioredoxin | 1 | 65 | No |  |

**Table D: List of upregulated genes with at least one GANTC site in their promoter in *ccrM* mutant compared to WT in *B. subvibrioides***

| **New Locus Tag** | **Old Locus Tag** | **Description** | **GANTC sites** | **Distance from nearest site (up to 200 bp)** | **Part of operon** | **First gene of operon** |
| --- | --- | --- | --- | --- | --- | --- |
| BRESU_RS00880 | Bresu_0175 | hypothetical protein | 2 | 3 | No |  |
| BRESU_RS01925 | Bresu_0383 | hypothetical protein | 2 | 139 | No |  |
| BRESU_RS05300 | Bresu_1065 | hypothetical protein | 2 | 53 | No |  |
| BRESU_RS06020 | Bresu_1213 | CtrA | 5 | 116 | No |  |
| BRESU_RS06915 | Bresu_1401 | integrase | 3 | 9 | No |  |
| BRESU_RS10365 | Bresu_2089 | transcriptional regulator, Crp/Fnr family | 2 | 45 | No |  |
| BRESU_RS12005 | Bresu_2415 | MFS transporter | 1 | 5 | No |  |
| BRESU_RS12015 | Bresu_2417 | CoA transferase | 1 | 143 | Yes | Yes |
| BRESU_RS12020 | Bresu_2418 | 2-hydroxyglutaryl-CoA dehydratase | 1 | 143 | Yes | BRESU_RS12015 |
| BRESU_RS13395 | Bresu_2692 | UDP-N-acetylmuramate--L-alanine ligase | 2 | 50 | Yes | Yes |
| BRESU_RS14700 | Bresu_2941 | LacI family transcriptional regulator | 1 | 112 | No |  |
| BRESU_RS15525 | Bresu_3108 | DEAD/DEAH box helicase | 2 | 108 | No |  |
| BRESU_RS16790 | Bresu_0931 | hypothetical protein | 1 | 30 | Yes | Yes |
| BRESU_RS16955 | Bresu_2559 | hypothetical protein | 2 | 29 | No |  |

**Table E: List of common genes under the regulation of CcrM in *C. crescentus* and *B. subvibrioides* (cut off P<0.01 and >2-fold in both organisms)**

| Gene name | Description | *C. crescentus* gene | GANTC sites | *B. subvibrioides* gene | GANTC sites |
| --- | --- | --- | --- | --- | --- |
| *parE* | DNA topoisomerase IV subunit B | CCNA_02052 | 2 | Bresu_1865 | 1 |
| *gyrA* | DNA gyrase subunit A | CCNA_01651 | 2 | Bresu_2628 | 2 |
| *thyA* | thymidylate synthase | CCNA_02208 | 1 | Bresu_2476 | 0 |
|  | Hypothetical protein | CCNA_02091 | 1 | Bresu_2656 | 0 |

**Table F: List of downregulated genes under the direct regulation of GcrA in *B. subvibrioides* (P<0.01, >2-fold and presence of GcrA peak in the promoter region (-100 bp to +100 bp of the translational start site))**

**Table G: List of upregulated genes under the direct regulation of GcrA in *B. subvibrioides* (P<0.01, >2-fold and presence of GcrA peak in the promoter region (-100 bp to +100 bp of the translational start site))**

| **Locus Tag** | **Old Locus Tag** | **Description** | **GANTC sites** | **Distance** | **GcrA peak** | **Part of operon** | **First gene of operon** | **Notes** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| BRESU_RS02670 | Bresu_0534 | signal transduction histidine kinase | 1 | 49 | yes | yes | BRESU_RS02675 |  |
| BRESU_RS06905 | Bresu_1398 | hypothetical protein | 1 | -19 | yes | yes | BRESU_RS06900 |  |
| BRESU_RS06615 | Bresu_1337 | DNA-binding protein | 1 | -62 | yes | no |  |  |
| BRESU_RS06820 | Bresu_1380 | peptidase S49 | 0 |  | yes | yes | BRESU_RS06800 | One GANTC site located 292 bp up from start codon of first gene of this operon |
| BRESU_RS02355 | Bresu_0471 | hypothetical protein | 0 |  | yes | no |  | One GANTC site located 218bp up from start codon |
| BRESU_RS03780 | Bresu_0759 | glutathione S-transferase | 0 |  | yes | no |  | One GANTC site located 185bp up from start codon |

**Table H: List of genes common in CcrM and GcrA regulon in *B. subvibrioides* (>2-fold, P<0.01 and GcrA peak with GANTC site in the promoter region).**

| **Locus tag** | **Old locus tag** | **Description** |
| --- | --- | --- |
| BRESU_RS12240 | Bresu_2462 | amino acid permease |
| BRESU_RS15075 | Bresu_3016 | CckA |
| BRESU_RS04825 | Bresu_0969 | cell wall hydrolase |
| BRESU_RS13085 | Bresu_2628 | DNA gyrase subunit A GyrA |
| BRESU_RS09235 | Bresu_1865 | DNA topoisomerase IV subunit B ParE |
| BRESU_RS15155 | Bresu_3032 | DNA-3-methyladenine glycosylase |
| BRESU_RS04745 | Bresu_0953 | extensin |
| BRESU_RS05470 | Bresu_1100 | HNH endonuclease |
| BRESU_RS09865 | Bresu_1987 | hypothetical protein |
| BRESU_RS14540 | Bresu_2914 | hypothetical protein |
| BRESU_RS10115 | Bresu_2039 | hypothetical protein |
| BRESU_RS03340 | Bresu_0668 | hypothetical protein |
| BRESU_RS09950 | Bresu_2003 | hypothetical protein |
| BRESU_RS06755 | Bresu_1366 | hypothetical protein |
| BRESU_RS09945 | Bresu_2002 | hypothetical protein |
| BRESU_RS08130 | Bresu_1647 | limonene-1,2-epoxide hydrolase |
| BRESU_RS11765 | Bresu_2369 | MFS transporter |
| BRESU_RS14665 | Bresu_2934 | MFS transporter |
| BRESU_RS08815 | Bresu_1779 | spermidine synthase |

**Table I: List of genes common in CcrM and GcrA regulon in C*. crescentus*. 204 genes belonging to GcrA regulon (Haakonsen et al (2015)) were compared with 78 genes belonging to CcrM regulon (>2 fold, GANTC site in promoter) (Gonzalez et al (2014)).**

| CCNA_00157 | glyoxalase family protein |
| --- | --- |
| CCNA_00861 | hypothetical protein |
| CCNA_00869 | DNA modification methyltransferase-like protein |
| CCNA_01204 | dTDP-glucose 4,6-dehydratase |
| CCNA_01258 | permease |
| CCNA_01268 | cytochrome c |
| CCNA_01450 | single-stranded-DNA-specific exonuclease RecJ |
| CCNA_01542 | ice nucleation protein |
| CCNA_01590 | NAD-dependent DNA ligase |
| CCNA_01624 | orotate phosphoribosyltransferase |
| CCNA_01647 | 8-amino-7-oxononanoate synthase |
| CCNA_01651 | DNA gyrase subunit A |
| CCNA_01778 | penicillin-binding protein |
| CCNA_01914 | 16S rRNA m(2)G 1207 methyltransferase |
| CCNA_01978 | methyltransferase |
| CCNA_02005 | inosine-uridine preferring nucleoside hydrolase |
| CCNA_02052 | DNA topoisomerase IV subunit B |
| CCNA_02086 | sporulation domain-containing protein |
| CCNA_02091 | hypothetical protein |
| CCNA_02127 | oxacillin resistance-associated protein fmtC |
| CCNA_02208 | thymidylate synthase |
| CCNA_02260 | hypothetical protein |
| CCNA_02281 | membrane alanine aminopeptidase |
| CCNA_02363 | hypothetical protein |
| CCNA_02395 | hypothetical protein |
| CCNA_02401 | transcriptional regulator |
| CCNA_02416 | DNA-binding protein HU |
| CCNA_02622 | M61 glycyl aminopeptidase |
| CCNA_02623 | cell division protein FtsZ |
| CCNA_02679 | hypothetical protein |
| CCNA_02710 | membrane protein |
| CCNA_03127 | aminoacyl-histidine dipeptidase |
| CCNA_03408 | ABC transporter ATP-binding protein |

**Table J: List of common genes under direct regulation of GcrA in *C. crescentus* (Haakonsen et al (2015)) and *B. subvibrioides* (P<0.01, and presence of GcrA peak in the promoter region (-100 bp to +100 bp of the translational start site).**

| **Gene name** | **Description** | ***C. crescentus* gene** | **B*. subvibrioides* gene** |
| --- | --- | --- | --- |
| *cckA* | sensory transduction histidine kinase/receiver protein | CCNA_01132 | Bresu_3016 |
| *mipZ* | division plane positioning ATPase | CCNA_02246 | Bresu_1578 |
| *parE* | DNA topoisomerase IV subunit B | CCNA_02052 | Bresu_1865 |
| *tipF* | cyclic-di-GMP phosphodiesterase | CCNA_00747 | Bresu_2229 |
| *parC* | DNA topoisomerase IV subunit A | CCNA_01637 | Bresu_1979 |
| *gyrA* | DNA gyrase subunit A | CCNA_01651 | Bresu_2628 |
| *divL* | two-component sensor histidine kinase | CCNA_03598 | Bresu_0517 |
| *ftsZ* | cell division protein | CCNA_02623 | Bresu_2686 |
|  | hypothetical protein | CCNA_00527 | Bresu_2828 |
| *pleC* | sensory transduction histidine kinase | CCNA_02567 | Bresu_0892 |
| *dgcA* | Diguanylate cyclase | CCNA_03394 | Bresu_1330 |
| *flbA* | Flagellar protein  TPR repeat-containing  protein | CCNA_01524 | Bresu_2406 |
| *thyA* | thymidylate synthase | CCNA_02208 | Bresu_2476 |
| *xseA* | exodeoxyribonuclease VII large subunit | CCNA_02329 | Bresu_1846 |
|  | M16 family peptidase | CCNA_02721 | Bresu_2748 |
| *gyrB* | DNA gyrase subunit B | CCNA_00159 | Bresu_0006 |
|  | thioredoxin-disulfide reductase | CCNA_02964 | Bresu_0978 |
|  | aminopeptidase | CCNA_02588 | Bresu_1628 |
| *ftsN* | Cell division protein | CCNA_02086 | Bresu_2988 |
|  | anhydromuramoyl-peptide exo-beta-N-acetylglucosaminidase | CCNA_02085 | Bresu_2987 |
| *ligA* | NAD-dependent DNA ligase | CCNA_01590 | Bresu_1627 |
| *pmbA* | microcin-processing peptidase | CCNA_02915 | Bresu_2430 |
| *cpaC* | outer membrane pilus secretion channel cpaC | CCNA_03040 | Bresu_0641 |
| *phoR* | phosphate regulon sensor protein | CCNA_00291 | Bresu_1698 |

**Table K: List of common genes misregulated in *gcrA* mutant in *C. crescentus* and *B. subvibrioides* (misregulated genes from Holtzenhoff *et al*. (2004) was compared to the list obtained from this study).**

| **Gene name** | **Description** | ***C. crescentus* gene** | ***B. subvibrioides* gene** |
| --- | --- | --- | --- |
|  | Hypothetical protein | CCNA_01386 | Bresu_1825 |
| *parE* | DNA topoisomerase IV subunit B | CCNA_02052 | Bresu_1865 |
| *gyrA* | DNA gyrase subunit A | CCNA_01651 | Bresu_2628 |
| *tipF* | diguanylate phosphodiesterase | CCNA_00747 | Bresu_2229 |
|  | Hypothetical protein | CCNA_00527 | Bresu_2828 |

**References:**

Curtis PD, Brun Y V. Identification of essential alphaproteobacterial genes reveals operational variability in conserved developmental and cell cycle systems. Mol Microbiol. 2014;93: 713–735. doi:10.1111/mmi.12686

Gober, JW and Shapiro L. A developmentally regulated *Caulobacter* flagellar promoter is activated by 3’ enhancer and IHF binding elements. Mol. Biol. Cell. 1992;3: 913–926.

Haakonsen DL, Yuan AH, Laub MT. The bacterial cell cycle regulator GcrA is a σ70 cofactor that drives gene expression from a subset of methylated promoters. Genes Dev. 2015;29: 2272–2286.

Gonzalez D, Kozdon JB, McAdams HH, Shapiro L, Collier J. The functions of DNA methylation by CcrM in *Caulobacter crescentus*: A global approach. Nucleic Acids Res. 2014;42: 3720–3735.

How the deposited data were processed for this re-analysis (not part of the article)

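GcrA-bound DNA and input DNA were sequenced from 3 cultures of wild-type *B. subvibrioides* each. The values used were the authors' peak list, which MACS2 2.1.1.20160309 made from the pooled GcrA libraries against the pooled inputs after trimming with Trimmomatic and mapping with Bowtie2. The call used an effective genome size of 3400000, a q-value of 0.05, an extension of 291 bp, at most 36 tags per position, single-end mode and a background from windows of 1000 and 10000 bp, and the larger library was scaled towards the smaller. Positions are in base pairs. Per the file headers and the methods, the pileup is the number of extended GcrA reads over the summit in the authors' pooled call. The authors' fold enrichment is this pileup over the local input background as MACS2 computes it, on a linear scale. The −log10 P-values are from the authors' MACS2 call against a Poisson model of that background, and the −log10 q-values are the same P-values after the correction of MACS2. The separate summit list has the same summit position for 879 of 879 peaks. Depth is known for the pools only, so no precision per culture can be given, and Wilson 95% intervals on shares of peaks or sites cover counting error only.

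Gene coordinates were those of the RefSeq annotation (3391 genes, 3331 of them protein-coding), used without strand, and no genome sequence was used. The chromosome was taken to end at base 3445074, the last base of a peak. Misregulated genes came from S3 Data, and operons, regulon members and common targets from Tables C, D, F, G, H and J. The number of GANTC sites per peak came from S4 Data, and the number in the genome, 3900, is the motif count of S1 Data on both strands divided by 2. The part of the site list in S1 Data that was used held 1999 methylated positions and ended at base 962481. In the 204 peaks up to that base, the count in S4 Data equalled the number of listed sites in 200 peaks. This partial list entered no test.

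The promoter rule planned before the data were examined took the window from 100 bp upstream to 100 bp downstream of the translational start. Without strand, the window was placed at both ends of each gene, a change made after the files were seen. A peak had a promoter gene if its interval overlapped the window by at least 1 bp. The share of peaks outside genes and the share in the 50% of the chromosome centred on the *dnaA* start (in place of the minimum of GC skew) were tested by rotation of all summits together, with 100000 shifts. Shares of genes or sites were compared by Fisher's exact test, and medians of log2 fold enrichment by a permutation test with 100000 resamples. All tests were two-sided with a threshold of 0.05, and P-values were adjusted by the Benjamini-Hochberg method over the 10 tests of the main results, of which the comparison of fold enrichment by distance from *dnaA* was added after the data were seen. Genes of an operon, and peaks next to each other, are not independent of each other in these tests.

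The methods were tested on simulated data, with 200 simulations per method and 999 resamples in each rotation or permutation. Without an effect, between 3% and 5.5% of simulations had a P-value under the threshold. With a planted effect, rotation found a shift of summits to intergenic bases in 100% of simulations and the permutation of medians a difference in 100%, Fisher's exact test found a difference in 96.5%, and rotation found a gradient in the number of summits along the chromosome in 31%, so that it has little power for the share of summits around *dnaA*. Rotation of a difference in fold enrichment was not simulated. The simulation of Fisher's exact test drew genes independently, in groups about as large as the downregulated and the other protein-coding genes. Its rates do not carry over to smaller groups, such as the upregulated genes of the *ccrM* regulon, or to operon genes that share a promoter. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

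The genes named are every gene whose GcrA peak, binding or place in the GcrA regulon the main text names, the first gene of the prophage operon, and the genes at the 10 peaks with the highest fold enrichment. The peak positions, enrichments and site counts in S4 Data had been seen before this rule was written. The genes *pflI*, *dgcB*, *pdeA* and *pleD*, which the main text also names, could not be placed on the annotation and have no value. Gene tags for *cpaD*, *cpaE*, *cpaF*, *fliX*, *popZ* and *podJ* were read from Fig. 4C or the supplementary data. Genes named as members of Tables C, D, H and J at the ends of a range were chosen after their values were seen. Alternatives covered the q-value threshold (0.01 and 0.001), the peaks above the median fold enrichment, a fold enrichment of at least 4, the position of a peak, the promoter window (40 bp on each side, 200 bp outside and 100 bp inside the gene, 200 bp outside only), the summit in the window, the first gene of an operon, the prophage operon left out, the presence of a GANTC site and the measure of enrichment. An alternative that leaves out the genes of Tables F and G was added after the data were seen. It was dropped for a time because those genes were selected for having a peak, and it is reported with the others. The tests of technical explanations for the fold enrichment by distance from *dnaA* were run by rotation, then by permutation of peaks once the rotation P-values had been seen. A 95% interval from a bootstrap of blocks of the chromosome (17 and 6 equal blocks in each part, 10000 resamples) was added after both, because rotation asks whether a pattern is tied to *dnaA* and not whether a difference is there. All 3 are reported. RNA-seq reads and the comparison of the orthologs in Fig. 4C were not analysed here.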

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

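Among the 10 strongest peaks, 3 have no gene end that the paper's text, its regulon tables or its lists of misregulated genes name, and each is a signal outside the genes that the paper discusses. The test of a low background was chosen after the result was seen. The tests of copy number and of highly transcribed genes were set down before. The peak with its summit at 1792292 has a fold enrichment of 4.13 and 3 GANTC sites, and lies 17 bp from Bresu_1804 and 297 bp from *rplJ* (Bresu_1805), a ribosomal protein gene. The peak with its summit at 2756278 has a fold enrichment of 3.98 and 2 GANTC sites, and lies 209 bp from Bresu_2743 and 599 bp from the rRNA gene Bresu_R0046. The peak with its summit at 3084310 has a fold enrichment of 3.91 and 7 GANTC sites, and lies 93 bp from Bresu_3010 and 153 bp from the tRNA gene Bresu_R0056.

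A low input background is argued against by how the fold enrichment is made, since MACS2 does not let the background fall under the genome-wide mean, so that a lower local input cannot raise the ratio. The lowest background at the 3 peaks, 0.999 times the median of all peaks, is that limit and is no separate evidence. Sequence present in more copies than in the reference would raise the input as well, and the highest background among the 3 peaks is 1.08 times the median of all peaks. All 3 peaks lie near genes for rRNA, tRNA or ribosomal proteins, so a candidate explanation is that highly transcribed genes are enriched in any immunoprecipitation. The other 19 peaks at such genes had a median log2 fold enrichment 0.14 above that of the remaining 857 peaks (permutation test, p = 0.391), which decides neither way, and the explanation cannot be told apart from binding by GcrA without a control immunoprecipitation. At the second rRNA operon, the summit nearest to the corresponding gene Bresu_R0055 has a fold enrichment of 1.32 and 0 GANTC sites. The cultures had a single condition, so no biological explanation was tested.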

How the results depend on the processing

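No paired analysis was possible because the peaks were called once on pooled libraries, and for the same reason no replicate was left out. Of 92 recomputed values for the compared results, 69 kept their direction and their side of the threshold, or stayed within the interval or the 1.5-fold range set for a value without a test. For *ccrM*, 1 more value, at a fold enrichment of at least 4, has 0 genes with a peak in both groups and so no direction. For 21 of the 69, the outcome was fixed in advance, since the q-values of 0.01 and 0.001 remove 1 peak of 879 and S4 Data holds the same peaks, which leaves 48. These 48 still include values that could not have come out otherwise. They are the first gene of the operon for downregulated against upregulated genes, set by the selection, and the share around *dnaA* at a fold enrichment of at least 4. The few peaks left there lie too far apart for rotation to pass the threshold. The tests with the direction of operons, without the genes of Tables F and G, with the first gene of the operon for the common targets, with sites less than 5 kb apart counted once, with the methylation site not found in the reference genome and by distance from *dnaA*, as well as peaks with exactly 1 GANTC site in the 50% around *dnaA*, were chosen after the data were seen, as was the window at both gene ends that the promoter results share. The others were set before the data were examined.

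The intergenic share stayed above its rotated mean, past the threshold, in all 8 alternatives, with shares between 6.94% and 100%. The difference in fold enrichment at downregulated genes kept its direction and stayed past the threshold in all 5 alternatives, as did that between peaks with and without a GANTC site in both alternatives run. The share of peaks around *dnaA* was not past the threshold in any of its 5 alternatives. The q-values of 0.01 and 0.001 and the fold enrichment of at least 4 could not have changed this. The test found a planted gradient in only 31% of simulations, so a share that differs is not excluded.

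Stricter lists leave fewer peaks by construction. The peaks above the median fold enrichment number 439, and 98.4% of them hold a GANTC site while they hold 25.2% of the sites. With a fold enrichment of at least 4, 3 peaks remain, 100% of which hold a site, with 0.205% of all sites. On those 3 peaks, 0 of the common targets have a peak, the difference between downregulated and upregulated genes is 0 percentage points, and that between misregulated and other genes is −0.219.

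The difference between misregulated and other genes, 8.63 percentage points and short of the threshold, passed it with the summit in the window (17.3), a window of 40 bp (10.5), the first gene of the operon (31.1), the prophage operon left out (11.9) and a GANTC site required (9.15). With the first gene of the operon, only genes of Tables F and G are moved, to promoters for whose peak they were listed, so this rise is set by the selection. Without the genes of Tables F and G, 11 of 52 misregulated genes (21.2%) had a peak and the difference turned to −15.9 points (Fisher's exact p = 0.0197), but this alternative removes genes that were listed for having a peak, so its direction is set in part by the selection. The cause was not tested. The difference between downregulated and upregulated genes was the same in direction and past the threshold in 10 of 12 alternatives, from 25.6 to 44.0 points. With the first gene of the operon, 60.5 points are set by the same selection. For the *ccrM* regulon, the difference passed the threshold with the summit in the window (40.5 points, Fisher's exact p = 0.0121) and with the start side of operons (38.1 points), and stayed short of it in the other 7 alternatives. With the summit in the window, 14 common targets had a peak with a site. The cause was not tested.

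The difference between intergenic and intragenic peaks, 0.01, turned to −0.0549 with the midpoint, to −0.27 with at least 50% of the interval outside genes, and to −0.0021 with the pileup as measure. The cause was not tested. For GANTC sites without full methylation, the difference fell short of the threshold (−28.3 points, Fisher's exact p = 0.0538) with neighbouring sites counted once, which leaves 14 places in place of 26 sites.

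Without a genome sequence, the C before GANTC, the extended motif YGAKTCK and peaks per GANTC site were not run, nor, without strand, were runs of genes on the same strand. The distance from summit to site and sites within 100 or 50 bp of a summit were not run for the peak list either. Site positions were at hand only up to base 962481, and this part was not used for them. The pooled depth of 54802424 GcrA tags gave q-values under 0.05 to peaks as weak as 1.03-fold; the spread between cultures at such peaks is unknown.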

Differences from the paper's values

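For peaks in the coding region of genes, the paper's number is more than 400, a lower bound that the 674 summits inside annotated genes meet. Of the alternatives set before the data were examined, the peaks above the median fold enrichment (334) and the rule that at least 1 bp lies outside genes (339) are within 1.5-fold of the bound, but under it, and the 334 are counted among 439 peaks and not among all 879. The q-values of 0.01 and 0.001 (673 each), the midpoint (698), at least 50% outside genes (818), protein-coding genes only (671) and a fold enrichment of at least 4 (0) are not within 1.5-fold. The paper also describes the intergenic and intragenic peaks as roughly equal in number, whereas 205 and 674 were found by summit. With at least 1 bp outside genes, 61.4% of the peaks are intergenic.

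For upregulated genes with a promoter peak, the paper's count is 6, and 10 genes had a peak at either end. The peaks above the median fold enrichment (4), the summit in the window (4), a window of 40 bp (9) and a window of 200 bp outside the gene (9) come within 1.5-fold of the paper's count. The q-values of 0.01 and 0.001 (10 each), the window of 200 bp outside and 100 bp inside (10), the first gene of the operon (12), the prophage operon left out (10), a GANTC site in the peak (10) and a fold enrichment of at least 4 (0) do not. The start side of operons, chosen after the values were seen, gives 9, and with it 45 downregulated genes have a peak, 4 fewer than at either end.

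For genes of the GcrA regulon with a methylation site within the peak, the paper's count is 45, and all 78 genes of Tables F and G had a promoter peak with at least 1 site by S4 Data. The peaks above the median fold enrichment (66) and the summit in the window (39) are within 1.5-fold of the paper's count. The q-values of 0.01 and 0.001 (78 each), the windows of 40 bp (77), of 200 bp outside and 100 bp inside (78) and of 200 bp outside (78), and a fold enrichment of at least 4 (0), are not. The paper states that some promoter peaks held no methylation site, and S4 Data counts at least 1 site in the peaks of all 8 promoters that Tables F and G list with 0 sites. The columns are not the same measure: S4 Data counts sites anywhere in the peak, while for 7 of these 8 promoters the notes in the tables give a site 145 to 292 bp from the start codon beside the 0.

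The column of S4 Data labelled log2(fold_enrichment) holds the linear fold enrichment: its 879 values equal the linear values of the peak list, with a largest difference of 0, and run from 1.03 to 4.33. On the log2 scale, the values run from 0.05 to 2.12.

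Table J counts *cpaC* and Bresu_2987 among the genes with a GcrA peak in the promoter, and no peak overlapped the windows of either gene under the 9 settings run. These windows were at the ends of the gene itself, whereas for genes in operons the paper used the promoter of the first gene, so the rules differ here. Of the settings, only the windows that reach 200 bp outside the gene could have added a peak. The peaks at the neighbouring genes *cpaB* and *ftsN* have fold enrichments of 1.72 and 3.92. Fig. 4C places Bresu_2430 among the genes without a GANTC site in a GcrA peak and marks Bresu_2595 as shared, while Table J lists Bresu_2430 and not Bresu_2595. A peak of 1.38-fold with 3 GANTC sites lay at the upper end of Bresu_2430, and no peak lay at either end of Bresu_2595. The other 22 genes of Table J had a peak with a site.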

Other observations

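The tests by distance from *dnaA* and of the distance between sites and summits at the promoters listed without a site were chosen after the result was seen. The tests with sites less than 5 kb apart counted once and with the methylation site not found in the reference genome were also chosen after the data were seen. For the explanations of the difference by distance from *dnaA*, rotation was run before permutation, permutation was added after the rotation p-values had been seen, and the bootstrap of blocks after both. The other tests were set down before.

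In the 50% of the chromosome centred on *dnaA*, 406 of 879 summits (46.2%) were found, against 50.0% on average after rotation (permutation test by rotation, p = 0.666, adjusted p = 0.740). Peaks in the other part were stronger, with a median log2 fold enrichment of 0.89 against 0.57, and 44.4% of them reached 2-fold against 19.2%. Rotation of the summits did not put the difference of 0.32 past the threshold (permutation test by rotation, p = 0.459, adjusted p = 0.574): other axes through the chromosome part the peaks as strongly, so the pattern is not tied to *dnaA* by this test, whose power for such a difference was not simulated. A permutation of single peaks gave p = 1e-05, the smallest it can give, but it treats neighbouring peaks as independent. With blocks of the chromosome resampled within each part, which keeps neighbours together, the 95% interval of the difference was 0.16 to 0.46 with 17 blocks and 0.08 to 0.50 with 6. A higher input background near *dnaA* may contribute, since the median background was 5047 there and 4690 in the other part. As the whole cause, it is argued against by the pileup, which is not divided by the background and had a median log2 0.22 higher far from *dnaA* (0.09 to 0.34 with 17 blocks, 0.04 to 0.37 with 6, rotation p = 0.510, permutation p = 2e-05). More GANTC sites per peak as the whole cause are argued against by peaks with exactly 1 site, which differed by 0.32 (0.16 to 0.41, 0.11 to 0.43, rotation p = 0.404, permutation p = 1e-05). Longer peaks as the whole cause are argued against by peaks of at most 500 bp, which differed by 0.12 (0.04 to 0.19, 0.03 to 0.20, rotation p = 0.445, permutation p = 1e-05). Stronger peaks are also longer, so a limit on length takes out strong peaks, and the smaller difference among short peaks does not measure how much length accounts for. What stays open is whether the pattern has to do with the position of *dnaA*, since no test passed the threshold by rotation. The cultures had a single condition, so no biological explanation was tested.

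Peaks without a GANTC site were weaker, and short peaks could hold fewer sites by chance alone. When the peaks were permuted only among those of similar length, in 10 strata, the mean difference was −0.30 on the log2 scale, against −0.40 observed, so −0.10 was left (permutation p = 0.00207). Length therefore accounts for part of the difference at most, with the limit that stronger peaks are also longer. No biological explanation was tested.

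Of 26 GANTC sites that S1 Data lists as unmethylated on 1 or both strands, 2 lay in a peak (7.69%), against 1649 of 3874 other sites (42.6%, two-sided Fisher's exact test, p = 0.000183, adjusted p = 0.000609). The 2 sites were at 306393 and at 1223455, in the peak next to *ctrA*. One further site, which S1 Data marks as not found in the reference genome, was left out. With it, 2 of 27 sites lay in a peak (7.41%, Fisher's exact p = 0.000106). Many of the 26 sites are neighbours. With sites less than 5 kb apart counted once, 2 of 14 places had a peak (Fisher's exact p = 0.0538), so chance in the placing of a few clusters cannot be told apart from a lower share of peaks because the places are too few. The methylation calls came from other cultures, and no biological explanation was tested.

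At the promoters that Tables F and G list with 0 GANTC sites, the sites inside the peaks could be unrelated to binding, since long peaks reach many sites. For 7 promoters with a stated distance, the stated site lay within 50 bp of the summit in 4. With all sites of each peak placed at random, 1.70 promoters were expected to have any site that close (exact test, p = 0.0618). The end of the gene was chosen so that the site falls in a peak. With the minus sign in the note for Bresu_1868 read as upstream, 3 stated sites lay that close. The expected number of promoters with any site that close was then 1.71 (exact test, p = 0.230). The observed number counts the stated site alone, whereas the expected number counts any site in the peak, which raises both p-values. With this mismatch and 7 promoters, the test cannot decide whether the sites are unrelated to binding.

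At genes of the cell cycle, *gcrA* (Bresu_0624) had a peak of 2.40-fold with 3 GANTC sites at its lower end, *ftsZ* (Bresu_2686) a peak of 1.31-fold with 2 sites at its upper end, *ftsN* (Bresu_2988) a peak of 3.92-fold with 4 sites at its upper end, and *ftsE* (Bresu_3301) a peak of 1.39-fold with 1 site at its lower end. The *ctrA* peak of 3.36-fold had its summit 140 bp outside the upper end of the gene. No peak overlapped either end of *ccrM* (Bresu_2693), and the nearest summit was 5095 bp away.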
